# Maturation of White Adipose Tissue Function in C57BL/6j Mice From Weaning to Young Adulthood

**DOI:** 10.3389/fphys.2019.00836

**Published:** 2019-07-09

**Authors:** Andrea Kodde, Eefje Engels, Annemarie Oosting, Kees van Limpt, Eline M. van der Beek, Jaap Keijer

**Keywords:** white adipose tissue, mitochondria, browning, maturation, uncoupling protein, oxidative phosphorylation, obesity

## Abstract

White adipose tissue (WAT) distribution and WAT mitochondrial function contribute to total body metabolic health throughout life. Nutritional interventions starting in the postweaning period may impact later life WAT health and function. We therefore assessed changes in mitochondrial density and function markers in WAT depots of young mice. Inguinal (ING), epididymal (EPI) and retroperitoneal (RP) WAT of 21, 42 and 98 days old C57BL/6j mice was collected. Mitochondrial density [citrate synthase (CS), mtDNA] and function [subunits of oxidative phosphorylation complexes (OXPHOS)] markers were analyzed, together with gene expression of browning markers (*Ucp1, Cidea*). mRNA of ING WAT of 21 and 98 old mice was sequenced to further investigate functional changes of the mitochondria and alterations in cell populations. CS levels decreased significantly over time in all depots. ING showed most pronounced changes, including significantly decreased levels of OXPHOS complex I, II, and III subunits and gene expression of *Ucp1* (PN21-42 and PN42-98) and *Cidea* (PN42-98). White adipocyte markers were higher at PN98 in ING WAT. Analyses of RNA sequence data showed that the mitochondrial functional profile changed over time from “growth-supporting” mitochondria focused on ATP production (and dissipation), to more steady-state mitochondria with more diverse functions and higher biosynthesis. Mitochondrial density and energy metabolism markers declined in all three depots over time after weaning. This was most pronounced in ING WAT and associated with reduced browning markers, increased whitening and an altered metabolism. In particular the PN21-42 period may provide a time window to study mitochondrial adaptation and effects of nutritional exposures relevant for later life metabolic health.

## Introduction

Obesity prevalence is high in adults and considerably increased nowadays in children and adolescents (Ng et al., 2014). Childhood obesity increases the risk for early onset metabolic diseases, like type 2 diabetes mellitus (T2D) and cardiovascular disease (Reilly and Kelly, 2011). An important link between obesity and metabolic diseases is the metabolic function of the white adipose tissue (WAT), i.e., WAT health (Hammarstedt et al., 2012).

Mitochondrial density in adulthood appears to be strongly correlated to WAT health as shown by a reduced WAT mitochondrial density in obesity (Wilson-Fritch et al., 2004) and T2D (Choo et al., 2006). Nutrition may regulate WAT function as feeding a high fat diet reduced WAT mitochondrial density (Sutherland et al., 2008), a process that is already initiated after 5 days of western style diet (WSD) (Derous et al., 2015), while caloric restriction and diets enriched in poly-unsaturated fatty acids increased WAT mitochondrial density, oxidative capacity and biogenesis (Flachs et al., 2005; Nisoli et al., 2005). Dependent on their location in the body, WAT depots differ in their impact on metabolic health (Yang et al., 2008; Bjorndal et al., 2011). Visceral WAT is located in the abdominal cavity and visceral WAT mass is inversely correlated to total body insulin sensitivity and as such considered a risk factor for development of the metabolic syndrome (Pouliot et al., 1992; Ross et al., 2002). In contrast, subcutaneous WAT is located directly under the skin and is shown to have a higher oxidative capacity compared to the visceral depots in mice (Schottl et al., 2015).

Experimental evidence suggests that growth and distribution of WAT as well as mitochondrial density of WAT depots can be programmed by early life environmental factors. For example, maternal obesity, over-nutrition or undernutrition during pregnancy can all drive increased visceral adiposity and an adapted mitochondrial density in rodent offspring (Bruce et al., 2009; Jousse et al., 2014; Claycombe et al., 2016; Lecoutre et al., 2016). In addition, mild caloric restriction or a high fat diet exposure in the lactation period also programmed adult adiposity and metabolic health of pups (Mitra et al., 2009; Palou et al., 2010). Those studies show that suboptimal nutrient conditions in early life can have long-term metabolic consequences. Programming of the oxidative and storage capacity of WAT, which develops from the third trimester of gestation until adolescence (Spalding et al., 2008), may be an underlying mechanism.

The postnatal development of WAT includes differentiation from progenitor cells to fully developed adipocytes containing lipid droplets, a process starting before birth in subcutaneous depots and after birth in visceral depots (Han et al., 2011; Wang et al., 2013). After weaning WAT depots continue to grow and adipocytes increase in size (hypertrophy) and number (hyperplasia) in a depot specific manner (DiGirolamo et al., 1998). Furthermore, WAT depots develop postnatally from a white phenotype at PN10 to a brown phenotype at PN20 where the majority of the adipocytes are multilocular and express UCP1, after which these cells disappear again and are replaced by unilocular adipocytes which only express UCP1 upon cold-induction (Xue et al., 2007; Lasar et al., 2013; Birnbacher et al., 2018).

Many nutritional intervention studies, including postnatal programming studies, i.e., studies with a nutritional intervention in early life with the aim to improve adult metabolic health (Baars et al., 2016; Kodde et al., 2017; Bouwman et al., 2018; Fernandez-Calleja et al., 2018), take the postweaning period (around PN21) as starting point. Comprehensive and extended comparison of postweaning changes of markers for mitochondrial function and WAT browning in different WAT depots is crucial for the interpretation of those studies. Therefore, we here investigate early life changes in markers for mitochondrial density, function and browning in the developing WAT depots with the aim to substantiate and extend, in terms of number of markers and WAT depots analyzed, available research. To this end we collected inguinal (ING), epididymal (EPI) and retroperitoneal (RP) WAT, of 21, 42, and 98 days old mice, housed under standardized experimental conditions (ambient temperature) and comprehensively measured markers of mitochondrial density, function and browning as well as the effect of a WSD on these markers. In addition, we newly examined changes within mitochondrial functional profile by analyzing transcription of all established mitochondrial proteins and categorize them to function.

## Materials and Methods

### Study Design

Mice were kept at the animal facility of Intravacc (Bilthoven, Netherlands) under a 12 h light – 12 h dark cycle (lights on at 06:00 h). Room temperature and humidity were kept at constant level (21 ± 2°C and 50 ± 5%, respectively). This housing temperature was chosen to adhere to the most common temperature used for animal experiments. C57BL/6jOlaHsd breeders were purchased from Harlan (Envigo since 2015, Horst, Netherlands), acclimatized for 2 weeks, time mated and fed a American Institute of Nutrition-93G synthetic diet (AIN93G) (Reeves et al., 1993) during breeding, pregnancy and lactation. Within 2 days after birth, litters were culled to four males and two females and randomly assigned to a dam. At postnatal day 21 (PN21) female mice were killed, while male mice were weaned, housed in littermate-pairs and continued on AIN93G until PN42. From PN42 until sacrifice at PN98 mice were fed AIN93M (Reeves et al., 1993) or WSD (containing 39 en% fat; diet composition in Table 1). Food and water were available *ad libitum* during the entire experimental period. A very limited amount of food was supplied the night before dissection to ensure that the animals were in a fasted state (approximately 8 h). Body weight and food intake were measured twice a week. At different time points (PN21, PN42, and PN98) mice were sacrificed to assess the development of WAT depots and the effect of the WSD challenge, resulting in the following experimental groups (i) PN21 (*n* = 8), (ii) PN42 (*n* = 8), (iii) PN98-AIN (*n* = 11), and (iv) PN98-WSD (*n* = 11; Figure 1A). At dissection mice were anesthetized (isoflurane/N_2_O/O_2_), terminated by bleeding (eye extraction) and ING, EPI, and RP WAT were collected, weighted, snap frozen and stored at -80°C.

**Table 1:** Diet composition.

Diet		AIN93GG	AIN93M	WSD
**Carbohydrates**	(g/kg)	629.5	720,7	499.5
Dextrose	(g/kg)	–	50	150
Sucrose	(g/kg)	100	100	–
Starch	(g/kg)	397.5	415.7	150
Maltodextrin	(g/kg)	132	155	199.5
**Proteins**	(g/kg)	203	141.8	203
Casein	(g/kg)	200	140	200
Cystine	(g/kg)	3.0	1.8	3.0
**Fat**	(g/kg)	70	40	200
Soy oil	(g/kg)	70	40	30
Lard	(g/kg)	–	–	169
Cholesterol	(g/kg)	–	–	1.0
Fiber (Cellulose)	(g/kg)	50	50	50
Vitamin and mineral mix	(g/kg)	47.5	47.5	47.5
**Energy %**				
Carbohydrates	(en%)	64	76	43
Proteins	(en%)	21	15	18
Fat	(en%)	16	9	39

**FIGURE 1:**
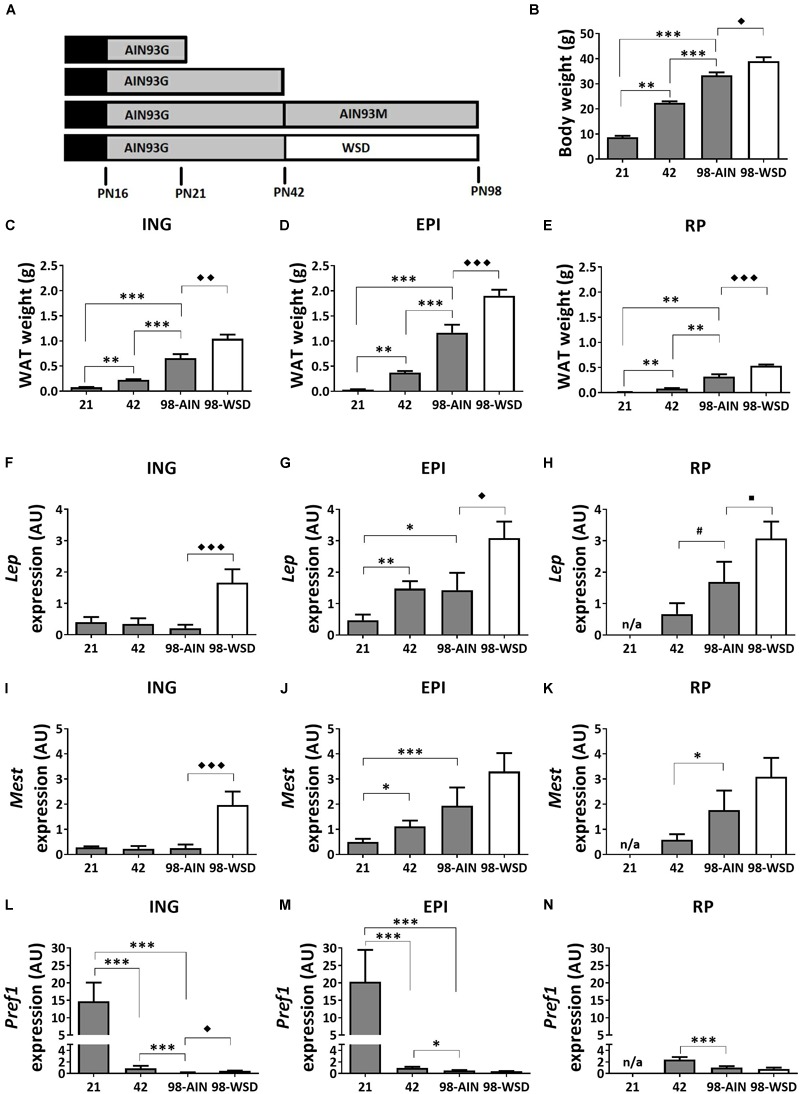
Study design, development of body weight, WAT weight and gene expression of adiposity markers between PN21 and PN98. **(A)** Study design with at PN16 start of weaning to full weaning at PN21; **(B)** body weight; weight of **(C)** ING WAT, **(D)** EPI WAT, **(E)** RP WAT; *Lep* expression in **(F)** ING WAT, **(G)** EPI WAT, **(H)** RP WAT; *Mest* expression in **(I)** ING WAT, **(J)** EPI WAT, **(K)** RP WAT; *Pref1* expression in **(L)** ING WAT, **(M)** EPI WAT, and **(N)** RP WAT. PN, postnatal day; AIN, AIN-93G diet from PN16-42 and AIN-93M from PN42-98 (gray); WSD, western style diet (white); n/a, data not available. Data expressed as mean + SEM. WAT weight: *n* = 8 for PN 21 and PN42, *n* = 11 for PN98; gene expression: *n* = 8 for PN 21 and PN42, *n* = 11 for PN98, no data available for RP WAT at PN21. Time and WSD effects were analyzed separately; time effect: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^#^0.05 < *p* < 0.1; WSD effect: ^◆^*p* < 0.05; ^◆◆^*p* < 0.01; ^◆◆◆^*p* < 0.001; WSD effect: ^■^0.05 < *p* < 0.1.

### Sample Homogenization

The EPI, ING, and RP WAT depots were homogenized with a Cellcrusher (Cellcrusher, Cork, Ireland) and aliquots of the resulting homogenized powder where made to enable separate analyses. EPI and RP WAT at PN21 were too small to make aliquots and were therefore only used for RNA extractions and enzyme activity measurements, respectively. In addition, RP WAT of PN42 was too small to analyze mitochondrial DNA levels.

### Gene Expression

RNA of EPI, ING and RP WAT was isolated using Trizol (Thermo Fisher Scientific, Landsmeer, Netherlands) followed by purification with a RNeasy Mini Kit (Qiagen Benelux b.v., Zwijndrecht, Netherlands) including a DNase treatment with a RNase-free DNase Set (Qiagen Benelux b.v.) as previously described (Vanhoutvin et al., 2009). RNA quantity and chemical purity were assessed with the Nanodrop 2000 (Thermo Fisher Scienctific) and integrity with the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, United States). iScriptcDNA synthesis kit (Bio-Rad, Veenendaal, Netherlands) was used according to manufacturer instructions. 6.25 ng cDNA was used as input for each Q-PCR reaction. SYBR Select Master Mix (Life Technologies Europe, Bleiswijk, Netherlands) was used according to manufacturer instructions and qPCR was performed with a QuantStudio 6 Flex Real-Time PCR System (Life Technologies Europe). mRNA expression of cell death-inducing DNA fragmentation factor, alpha subunit-like effector A (*Cidea*), Leptin (*Lep*), mesoderm specific transcript (*Mest*, also known as *Peg1*), delta-like 1 homolog (*Dlk1*, better known as *Pref1*, which will be used here) and uncoupling protein 1 (*Ucp1*) were analyzed relative to mean expression of two reference genes, hypoxanthine guanine phosphoribosyl transferase (*Hprt*) and zinc finger, AN1-type domain 6 (*Zfand6*). For a complete list of primers used see Table 2. Normalization of qPCR data was performed using the qbase^+^ (Biogazelle, Genth, Belgium) based on the method of relative normalization as described (Hellemans et al., 2007; Kodde et al., 2017). Reference genes *Hprt1* and *Zfand6* were selected based on transcriptome data and stability checked by Q-PCR analyses. Primers for *Ucp1* were purchased from Biorad, all other primers from Biolegio (Biolegio, Nijmegen, Netherlands).

**Table 2:** Primer sequences.

Gene name	NCBI reference number	Forward primer (5′ – 3′)	Reverse primer (5′ – 3′)
***Genes of interest:***		
*Cidea*	NM_007702.2	aggccgtgttaaggaatctg	cccagtactcggagcatgta
*Lep*	NM_008493_3	aggatgacaccaaaaccctcat	agtccaagccagtgaccctct
*Mest*	NM_008590.1	tcagtgacaagccgagacca	gttgattctgcggttctggag
*Pref1*	NM_010052.5	tgcgaggctgacaatgtctg	atgcactgccatggttcctt
*Ucp1*		assay ID qMmuCID0005832	
**Reference genes:**		
*Hprt*	NM_013556.2	ggacctctcgaagtgttggat	ccaacaacaaacttgtctggaa
*Zfand6*	NM_022985.6	tgggacttactgggtttgaa	ttctcagcagcatcagcttt
***DNA primers:***		
*mt-Nd1*	NC_005089.1	accaatacgccctttaacaac	aatgggtgtggtattggtagg
*Lpl*	NM_008509	tcctgatgacgctgattttg	atgtcaacatgccctactgg

### Enzyme Activity

Citrate synthase (CS) and hydroxyacyl-Coenzyme A dehydrogenase (HADH) activities were measured as described (Shepherd and Garland, 1969; Kodde et al., 2017).

### OXPHOS and UCP1 Protein Levels

Protein levels of five subunits (NDUFB8, SDHB, UQCRC2, MTCOI, ATP5A1) representing the five oxidative phosphorylation (OXPHOS) complexes (I–V, respectively) were measured with western blot (Meex et al., 2010; Kodde et al., 2017). Briefly, 15 μg of total protein per sample was used for SDS-PAGE, transfer to a PVDF membrane was done using the TransBlot Turbo (Biorad). Blots were blocked with 5% Protifar (Nutricia, Zoetermeer, Netherlands), incubated with Mito-Profile Total OXPHOS rodent western blot antibody cocktail (Abcam, Cambridge, United Kingdom) as primary antibody and ECL anti mouse IgG (Thermo Fisher Scienctific) as a secondary antibody. OXPHOS protein levels, detected with Supersignal West Dura (Thermo Fisher Sceintific), were related to total protein levels as analyzed by Coomassie brilliant blue staining. Protein levels were detected with the Chemidoc XRS and analyzed by Quantity One (Biorad). The same procedure was used for detection of UCP1 protein levels, except that 5% BSA was used as blocking agent, rabbit anti mouse UCP1 (Abcam, Cambridge, United Kingdom) was used as primary antibody, goat anti rabbit IgG (Santa Cruz, Dallas, United States) as secondary antibody and Supersignal West Femto (Thermo Fisher Scientific) was used for signal detection. A representative Western blot stained for the OXPHOS and for UCP1 proteins and the corresponding Coomassie brilliant blue stained blots are shown in Supplementary Figures 3, 4, respectively.

### Mitochondrial DNA Density

Mitochondrial copy number was assessed by the ratio (ΔCt) between nuclear DNA (abundance of lipoprotein lipase (*Lpl*) DNA) and mitochondrial DNA (abundance of mitochondrial gene NADH dehydrogenase 1 (*mt-Nd1*) DNA) (Kaaman et al., 2007). Briefly, total DNA was isolated with the QIAamp DNA micro kit (Qiagen Benelux), following instructions of the manufacturer. DNA quantity was determined with Quant-iT Picogreen dsDNA assay kit (Thermo Fisher Scientific). 10 ng input DNA was used for each qPCR reaction. Primers sequences are shown in Table 2.

### mRNA Sequencing

RNA samples of ING depots from PN21 and PN98 (*n* = 4 per time point) were used for mRNA sequencing analysis (NXT-Dx, Gent, Belgium). After RNA quantification (Rediplate 96 Ribogreen RNA Quantitation kit, Life Technologies), RNA libraries were prepared (NEBNext Ultra Directional RNA library Prep Kit for Illumina, New England Biolabs INC., Ipswich, United Kingdom), intact poly(A)+ RNA was isolated (NEBNext Poly(A) mRNA Magnetic isolation Module, New England Biolabs INC., Ipswich, United Kingdom) and cDNA libraries were sequenced (paired end, 100 base pairs) on an Illumina HiSeq sequencer (Illumina Netherlands, Eindhoven, Netherlands). FASTQ sequences were generated using the Illumina Casava pipeline 1.8.2. Quality of the data was assessed using the Illumina Chasitity filter and quality of the reads using the FASTQC quality control tool version 0.10.0. Subsequently, data were mapped on the mouse reference genome mm10 using STAR Aligner 2.3.0 and analyzed with Cufflinks v2.1.1 on Gencode annotation v15. mRNA sequence data have been deposited at the NCBI Gene expression omnibus (GSE116313).

### Data Analyses mRNA Sequence Data

Data analysis included contrast analysis (R package Limma) between PN21 and PN98, omitting transcripts whit a FPKM (fragments per kilobase million) of zero in at least one of the samples and including transcripts with an average FPKM > 2 at PN21 or PN98. Principal Component Analysis (PCA) was performed to visualize the samples and results are reported in Supplementary Figure 1. 

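The principal component analysis was repeated on log2 FPKM of the 23152 transcripts that passed the expression filter in ING WAT of 4 mice at PN21 and 4 mice at PN98, each transcript centred on its mean over the 8 mice. Component 1 held 33.5% of the variance, component 2 held 19.5% and component 3 held 12.8%. Scores on component 1 lay between 57.2 and 136 at PN98 and between −433 and 34.9 at PN21, so that the 2 ages did not overlap (two-sided exact permutation test of the difference in means, p = 0.0286). PN21 mouse m145 had the score of −433, whereas the other PN21 mice lay between −34.0 and 34.9. When FPKM values were summed per gene (16094 genes, log2(FPKM + 1)), component 1 held 37.8% of the variance and PN98 mouse m35 had a score of −33.8, inside the range of the PN21 mice from −71.0 to −30.0 (exact permutation test, p = 0.0857).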

Transcripts with a *p*-value below 0.05 were used for Ingenuity Pathway Analysis (Qiagen Bioinformatics, Aarhus, Denmark) and targeted analysis as described below.

The data set was examined for changes in brown and white (pre)adipocyte markers derived from Gesta et al. (2007) to get insight in the change in cell population in ING WAT between PN21 and 98.

To further explore changes in mitochondrial function, a list of genes encoding proteins with strong support of mitochondrial localization was derived from Mitocarta (Mouse MitoCarta 2.0, Broad institute), checked for their regulation in the data set, annotated with Nextprot (SIB Swiss institute for bioinformatics) and sorted per function category. When more than one transcript per gene was present in the data set, the transcript with the lowest *p*-value was used. Some of the genes are listed as non-mitochondrial (11 of 327) in the results table, because these are annotated in Nextprot having a ribosomal, extracellular matrix or cell membrane localization rather than a mitochondrial localization.

Next to this, a list of genes known to be involved in mitophagy was examined in the same data set, to get a better understanding of underlying mechanisms for WAT whitening.

### Statistical Analysis

SPSS 19.0 (SPSS Benelux, Gorinchem, Netherlands) was used for statistical analyses. Gaussian distribution was tested with Levene’s test for equality of error variances in all parameters. Differences over time (per depot) were analyzed using Univariate ANOVA. Depot differences over time were analyzed using a two-way ANOVA (Brown-Forsyte) with time and depot as factors. A *t*-test was used to analyze the effect of the WSD. Data that did not show a Gaussian distribution was analyzed by Kruskall-Wallis for time differences and Mann-Whitney for the adult diet effect. qPCR data is presented as mean relative expression (scaled to average expression) + SEM and all other data is displayed as mean + SEM. Differences were considered significant at *p* < 0.05 and tendency was reported when 0.05 < *p* < 0.1. Correlations were analyzed with Pearson’s test.

## Results

### Body Weight, WAT Weight and Markers of Adiposity

Body weight increased significantly between weaning (PN21) and young adulthood (PN98) (*p* < 0.001) (Figure 1B), as did the weight of ING, EPI and RP WAT (*p* < 0.01; Figure 1C–E). In accordance with increased WAT weight, gene expression levels of adiposity (*Lep*) and adipocyte expansion (*Mest*) markers increased over time in EPI WAT (*p* < 0.05 for *Lep* and *p* < 0.001 for *Mest*) and RP WAT (*p* = 0.06 for *Lep* and *p* < 0.05 for *Mest*), but not ING WAT (Figure 1F–K). *Mest* and *Lep* expression levels were increased in ING WAT upon WSD exposure (*p* < 0.001 for both parameters; Figure 1F,I). *Lep* expression levels were also moderately increased in EPI and RP WAT upon WSD (*p* < 0.05 for EPI and *p* = 0.08 for RP WAT; Figure 1G,H), whereas *Mest* expression levels were unaffected upon WSD in EPI and RP WAT (Figure 1J,K).

*Pref1* expression levels, a pre-adipocyte number marker, decreased in all depots over time (*p* < 0.001) and most pronounced from PN21 to 42 (Figure 1L–N). In contrast, *Pref1* expression levels were in EPI and RP WAT not affected by the WSD, but levels were slightly elevated in ING WAT (*p* < 0.01).

### Markers of Mitochondrial Density

Mitochondrial density measured by citrate synthase (CS) levels, assayed as activity, decreased over time in all WAT depots (*p* < 0.01; Figure 2A–C). Between PN21 and PN42 CS levels decreased substantially (-56%) in ING WAT (*p* < 0.05). CS levels were not affected by the WSD in any depot (Figure 2A–C). Activity-based levels of hydroxyacyl-Coenzyme A dehydrogenase (HADH), a mitochondrial enzyme involved in β-oxidation, decreased over time in ING and EPI WAT (*p* < 0.001; Figure 2G,H), but not in RP WAT (Figure 2I). However, HADH activity tended to decrease in RP WAT upon WSD exposure (*p* = 0.07; Figure 2G–I). When mitochondrial density was measured as mtDNA copy number no significant decrease over time or upon WSD was found (Figure 2D–F).

**FIGURE 2:**
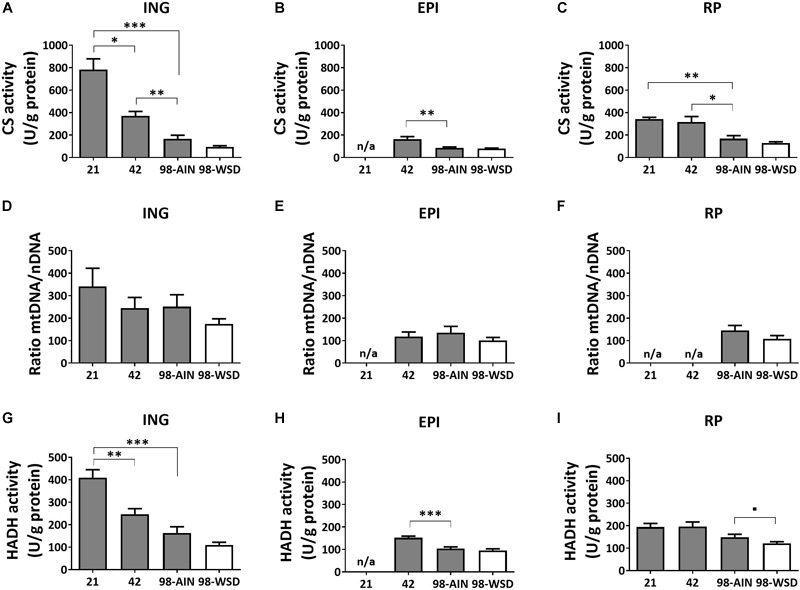
Changes in mitochondrial content markers, citrate synthase (CS), mtDNA and hydroxyacyl-Coenzyme A dehydrogenase (HADH), between PN21 and PN98. CS activity in **(A)** ING WAT, **(B)** EPI WAT, **(C)** RP WAT; mtDNA copy number in **(D)** ING WAT, **(E)** EPI WAT, **(F)** RP WAT; HADH activity in **(G)** ING WAT, **(H)** EPI WAT, and **(I)** RP WAT. PN, postnatal day; AIN, AIM93-M diet; WSD, western style diet. Data expressed as mean + SEM, *n* = 8 for PN 21 and PN42 and *n* = 11 for PN98, no data available (n/a) for EPI WAT at PN21 and for RP WAT at PN21 and PN42 for mtDNA copy number. Time and WSD effects were analyzed separately; time effect: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; WSD effect: ^■^0.05 < *p* < 0.1.

### Markers of Mitochondrial Oxidative Capacity

Mitochondrial oxidative capacity, measured by protein levels of five subunits representing the five oxidative phosphorylation (OXPHOS) complexes, decreased in ING WAT over time for NDUFB8 (*p* < 0.01; Figure 3A), SDHB and UQCRC2 (*p* < 0.01; Figure 3D,G) and upon WSD for UQCRC2 (Figure 3G) and MTCOI (Figure 3J). ATP5A protein expression decreased over time in EPI WAT (*p* < 0.05; Figure 3N) but was not affected in the ING WAT (Figure 3M). Other complexes of EPI WAT and all complexes in RP WAT remained stable over time and were not affected by the WSD (Figure 3).

**FIGURE 3:**
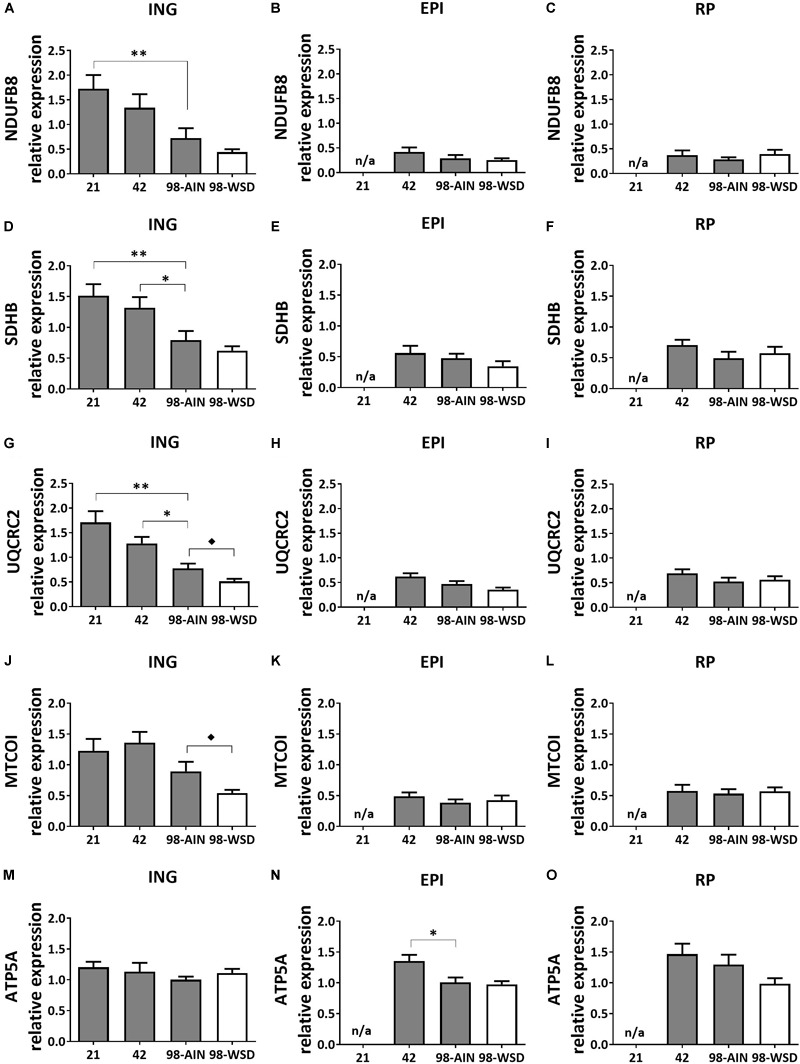
Changes in protein levels of subunits of oxidative phosphorylation complexes I-V between PN21 and PN98. NDUFB8 (Complex I) levels in **(A)** ING WAT, **(B)** EPI WAT, **(C)** RP WAT; SDHB (complex II) levels in **(D)** ING WAT, **(E)** EPI WAT, **(F)** RP WAT; UQCRC2 (complex III) levels in **(G)** ING WAT, **(H)** EPI WAT, **(I)** RP WAT; MTCOI (complex IV) levels in **(J)** ING WAT, **(K)** EPI WAT, **(L)** RP WAT; ATP5A (complex V) levels in **(M)** ING WAT, **(N)** EPI WAT, and **(O)** RP WAT. PN, postnatal day; AIN, AIM93-M diet; WSD, western style diet. Data expressed as mean expression levels corrected for total protein expression (Coomassie staining) + SEM, *n* = 8 for PN 21 and PN42 and *n* = 11 for PN98, no data available (n/a) for EPI and RP WAT at PN21. Time and WSD effects were analyzed separately; time effect: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; WSD effect: ^◆^*p* < 0.05.

### Markers of WAT Browning

Gene expression levels of the uncoupling protein *Ucp1*, as marker for browning of WAT, was relatively high in ING WAT at PN21 and decreased substantial over time (*p* < 0.001; Figure 4A). *Ucp1* expression levels were low in visceral depots, but also decreased over time in EPI WAT (*p* < 0.01; Figure 4B,C). *Cidea* gene expression levels were substantially higher in ING WAT compared to visceral depots (Figure 4D,E), but in contrast to *Ucp1* remained stable in ING WAT between PN21 and 42, after which *Cidea* levels declined from PN42 to 98 (*p* < 0.01). UCP1 protein levels tended to decline from PN21 to 42 and 98 (*p* = 0.09; Figure 4G) and were low and not changing over time in the visceral depots (Figure 4H,I). Upon WSD exposure, *Ucp1* and *Cidea* gene expression levels decreased in ING WAT (*p* < 0.05), but remained unaffected in the visceral EPI and RP WAT depots. UCP1 protein levels tended to decline upon the WSD exposure in ING WAT (*p* = 0.1), was not affected by the WSD in the EPI WAT but increased upon the WSD in RP WAT (*p* < 0.01). *Ucp1* and *Cidea* expression levels did not change over time in RP WAT (Figure 4C,F). It should be noted that UCP1 protein levels were very heterogeneous at PN98, showing some animals with much higher levels than on average.

**FIGURE 4:**
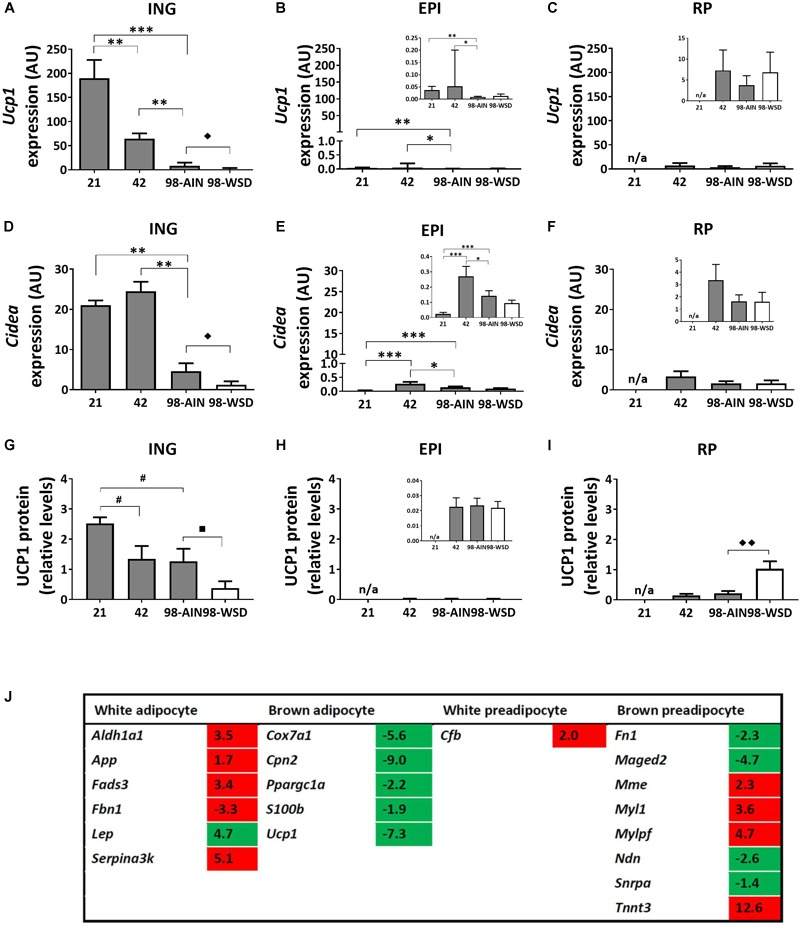
Changes in gene expression of browning markers between PN21 and PN98. *Ucp1* gene expression in **(A)** ING WAT, **(B)** EPI WAT, **(C)** RP WAT; *Cidea* expression in **(D)** ING WAT, **(E)** EPI WAT, **(F)** RP WAT; UCP1 protein levels in **(G)** ING WAT, **(H)** EPI WAT, **(I)** RP WAT; and **(J)** Regulation of genes selective for brown or white (pre)adipocytes over time, analyzed with mRNA sequencing, gene list derived from Gesta et al. (2007) and expression levels of transcripts with *p* < 0.05 included in table. Inserts in figures B, C, E, F, and H show the same data with adapted *y*-axis for better visualization of the low expression data. PN, postnatal day; AIN, AIM93-G diet; WSD, western style diet. Gene expression data expressed as mean + SEM and protein levels as mean levels corrected for total protein (Coomassie staining) + SEM, *n* = 8 for PN 21 and PN42, *n* = 11 for PN98, no data available (n/a) for RP WAT at PN21. Time and WSD effects were analyzed separately; time effect: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^#^0.05 < *p* < 0.1; WSD effect: ^◆^*p* < 0.05; ^◆◆^ *p* < 0.01; ^■^0.05 < *p* < 0.1. Sequence data reported as fold changes between postnatal day 21 over 98. Up regulated values red and down regulated values green.

### Depot Differences

ING WAT had overall lower expression of adiposity markers (*Lep, Mest*; *p* < 0.001) and higher levels of mitochondrial (CS and HADH activity and OXPHOS subunits I – IV; *p* < 0.001) and browning markers (*Ucp1* and *Cidea* gene expression and UCP1 protein levels; *p* < 0.001) compared to both EPI and RP WAT. Especially at PN21 and 42 CS and HADH levels were higher in ING compared to EPI and RP WAT (*p* < 0.01) and at PN42 levels of OXPHOS complexes I–IV were also higher in ING compared to RP and EPI WAT (*p* < 0.01). Subsequent decline in CS, HADH and OXPHOS complexes I–IV levels was steeper in ING WAT compared to the visceral depots and resulted in similar CS, HADH and OXPHOS subunit II levels in ING WAT and RP WAT and HADH and subunit II levels being similar in ING WAT and EPI WAT at PN98. *Ucp1* and *Cidea* gene expression levels were also significant higher in ING compared to EPI and RP WAT at PN21 and 42 (*p* < 0.01) and had a steeper decline over time resulting in comparable *Ucp1* gene expression levels in ING and RP WAT at PN98. OXPHOS complex I-IV from the electron transport system, which drives ATP synthesis by OXPHOS complex V, the final step that is bypassed by UCP1 mediated uncoupling. Remarkably, unlike complex I–IV, levels of complex V (represented by ATP5A) were similar between depots.

### Pathway Analysis of mRNA Sequence Data

To better understand the changes in mitochondrial density and function markers in ING WAT over time, mRNA of ING WAT at PN21 and 98 was sequenced (*n* = 4 per time point). 

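Poly(A)+ RNA of ING WAT from 4 mice at PN21 (m1, m49, m138 and m145) and 4 mice at PN98 (m35, m106, m114 and m125) was sequenced in paired-end reads. The authors mapped the reads to mm10 with STAR, quantified each Ensembl transcript with Cufflinks on a Gencode annotation and deposited 1 FPKM value per transcript and mouse. An FPKM value is the number of fragments divided by the length of the transcript and by the number of mapped fragments of the library. The labels give the age and number of each mouse, and the paper's text names neither the diet of the sequenced PN98 mice nor the sex of the sequenced PN21 mice.

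The deposited FPKM table holds 91969 transcripts, and in 40380 of these at least 1 value had lost its decimal mark. The decimals were restored from the standard deviation, the average and the score that the authors deposited beside the values. A single reading was found for 40299 of the 40380 transcripts, and 46 transcripts for which more than 1 reading remained were left out. Of the transcripts with a lost mark, 4994 with a single reading also stand with intact decimals in the authors' deposited table of the comparison between PN21 and PN98, and in all 4994 the restored values equalled the listed ones in all 8 mice.

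The files hold no read counts, so the depth of each library is unknown and no counting error is given. Summed FPKM lay between 1878349 and 3017837 at PN21 (median 2244479) and between 1565719 and 1747797 at PN98 (median 1674690). Transcripts of the mitochondrial genome held 50.3% to 59.2% of the summed FPKM at PN21 and 41.7% to 51.2% at PN98. Large parts of these shares came from the short tRNA genes *mt-Ts1* and *mt-Te*, the latter with 155541 to 411114 FPKM. Because FPKM is divided by length, the shares are not shares of reads or of mitochondrial mRNA. *mt-Ts1* was listed at 0 in PN98 mice m106 and m125, against 398384 to 1086570 FPKM in every other mouse. With these values of 0, the sums and shares of m106 and m125 cannot be compared with those of the other mice. Between 55546 and 62312 transcripts per mouse had an FPKM above 0. Pearson correlations of log2(FPKM + 1) per gene were 0.885 to 0.907 between mice of PN21, 0.817 to 0.914 between mice of PN98 and 0.791 to 0.886 between mice of different age; they are across genes, which are not independent replicates.

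Transcripts were compared between the ages with limma on log2(FPKM) without a pseudocount, as PN98 minus PN21, so that a positive value means higher expression at PN98. Unadjusted p-values from limma are given only as counts of transcripts, and adjusted p-values are Benjamini-Hochberg values over all transcripts tested. Where a gene had several transcripts, the transcript with the lowest p was used, a rule that the paper states for its MitoCarta genes and that is applied here to the marker lists as well, among the transcripts that GENCODE vM21 assigns to that gene. As a second level, FPKM values were summed over the transcripts of each gene and log2(FPKM + 1) was compared with limma for genes with a mean FPKM of at least 1. Gene sets were scored as each mouse's mean of log2(FPKM + 1) over the genes of the set and compared with a two-sided exact permutation test over the 70 splits of 8 mice into 4 and 4, which cannot give a p below 0.0286. In all, 30 sets were tested, and the lowest Benjamini-Hochberg value among them was 0.122, so no set passed the correction. The percentile of a set's median log2 fold change among 10000 random lists of the same size and expression describes these libraries.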

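With the decimals restored, 23152 transcripts of 13206 genes had an FPKM above 0 in all 8 mice and a mean FPKM above 2 at PN21 or PN98. Of the 46 transcripts left out because their decimals stayed open, 41 passed these conditions under every possible reading and 5 under none. The condition on zeros alone left 42383 transcripts. A mean FPKM above 2 at both ages left 19408 transcripts, and dropping the condition on zeros left 25319. Genes listed at 0 in any mouse could not enter through such transcripts, among them *Scd1*, listed at 0 in all 4 PN98 mice, and *mt-Co1*, listed at 0 in PN98 mice m106 and m125.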

91969 transcripts were found, 23193 of these transcripts had a FPKM value >0 for all samples and an average FPKM > 2 at PN21 or 98. For pathway analysis 5040 transcripts with a *p*-value <0.05 were used, resulting in a list of pathways which were significant regulated over time (Table 3). 

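An unadjusted p under 0.05 was found for 5043 of the 23152 transcripts, of which 1609 were higher and 3434 (68.1%) lower at PN98. These include all 5040 transcripts of the authors' deposited table. The log2 fold changes of that table differed by at most 5e-10 from those computed here from its FPKM values. After Benjamini-Hochberg adjustment, 314 transcripts had an adjusted p under 0.05, 166 higher and 148 lower at PN98. Among the alternatives that kept all 8 mice, weighting the mice by limma's arrayWeights moved the counts most. It gave 7205 transcripts with p under 0.05 and 1572 with an adjusted p under 0.05, 568 of the latter higher and 1004 lower at PN98. The direction depended on the scaling. When each mouse was scaled to the same summed FPKM over nuclear genes, 2568 transcripts with p under 0.05 were higher and 1629 (38.8%) lower at PN98, and with median of ratios scaling 2558 were higher and 2130 (45.4%) lower. With an adjusted p under 0.05, 246 transcripts were higher and 98 lower with scaling to nuclear genes, and 354 and 183 with median of ratios scaling. The median log2 fold change over all transcripts tested was −0.24 as deposited, −0.02 with median of ratios scaling and 0.03 with scaling to nuclear genes.

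At the summed gene level, 855 of 16094 genes had an adjusted p under 0.05, 380 higher and 475 (55.6%) lower at PN98. With median of ratios scaling these were 741 higher and 471 (38.9%) lower, and with scaling to nuclear genes 533 higher and 264 (33.1%) lower. The median log2 fold change over all genes moved from −0.21 to −0.03 and 0.01, respectively. In all 855 genes, the 4 mice of one age had higher values than the 4 mice of the other, which held for 2587 (16.1%) of all genes tested against 2.86% by chance. Among the 5 genes with the lowest log2 fold change, *Scd1* (2104, 2935, 1907 and 976 FPKM at PN21) and *Traj48* (168, 227, 437 and 1288 FPKM at PN21) were listed at 0 in all 4 PN98 mice. The others were *Glycam1* (log2 fold change −6.11, standard error 1.08, adjusted p = 0.0212 from limma), *Snord7* (−5.36, standard error 1.13, adjusted p = 0.0356), which was listed at 0 in 3 PN98 mice, and *H19* (−5.34, standard error 0.30, adjusted p = 0.000542). The 5 genes with the highest log2 fold change were *Atp2a1* (4.20, standard error 0.92, adjusted p = 0.0404), *Crtac1* (4.16, standard error 0.25, adjusted p = 0.000707), *Inmt* (3.97, standard error 0.40, adjusted p = 0.00289), *Actn3* (3.62, standard error 0.75, adjusted p = 0.0334) and *Tcap* (3.35, standard error 0.66, adjusted p = 0.0289). *Atp2a1* and *Actn3* belong to the set of skeletal muscle genes, whose score was 2.70 higher on the log2 scale at PN98 (exact permutation test, p = 0.0571).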

Most differentially regulated pathways include those involved in regulation of cell proliferation and growth and pathways involved in hormonal regulation and immune response. 

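For cell proliferation, 20 genes of cyclins and mitosis had a score of 3.92 ± 0.28 (SD, n = 4 mice) at PN21 and 2.29 ± 0.46 (SD, n = 4) at PN98. The score fell by 1.63 on the log2 scale (exact permutation test, p = 0.0286), 19 of the 20 genes were lower at PN98 and 14 of them had an adjusted p under 0.05 with limma, or 16 when adjusted over the set alone. Pseudocount 0.1 moved this difference most among the alternatives on the same scale, to a fall by 2.06. The score of 22 genes of chromosomal replication fell by 0.71 (exact permutation test, p = 0.0286), with 17 of the 22 genes lower. The medians of these sets lay at percentile 0 and percentile 0.18 among random lists of the same size and expression.

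For the immune response, 14 lymphocyte genes were all lower at PN98 in their means, and their score fell by 2.04 on the log2 scale. This difference was not larger than the spread between PN98 mice, whose scores ran from 1.24 in m125 to 5.73 in m35 (exact permutation test, p = 0.114). Scores of 9 macrophage genes were 4.01 ± 0.24 (SD, n = 4) at PN21 and 3.99 ± 0.61 (SD, n = 4) at PN98 (exact permutation test, p = 0.971), and the sign of this difference changed with the scaling, from −0.02 as deposited to 0.16 with median of ratios scaling.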

Protein synthesis was down regulated over time and pathways involved in the FA metabolism were up regulated over time. 

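Of 86 genes of cytosolic ribosomal proteins, 85 were lower at PN98, and the score was 8.14 ± 0.40 (SD, n = 4) at PN21 and 7.38 ± 0.51 (SD, n = 4) at PN98. The difference was −0.76 on the log2 scale (exact permutation test, p = 0.114). The ages overlapped, since PN98 mouse m35 had a score of 8.12 and PN21 mouse m1 one of 7.78. The median log2 fold change of the set, −0.78, lay at percentile 0 among random lists of the same size and expression, which had a median of −0.45. Translation initiation factors (53 genes) had a score difference of −0.28 (exact permutation test, p = 0.0571), and their median lay at percentile 52.1 among random lists. With scaling to nuclear genes, the difference was −0.49 for cytosolic ribosomal proteins and −0.02 for translation initiation factors.

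Among genes of FA metabolism, 17 PPAR targets in fat had a score of 7.99 ± 0.25 (SD, n = 4) at PN21 and 9.02 ± 0.13 (SD, n = 4) at PN98, and the 2 ages did not overlap (exact permutation test, p = 0.0286). Of these, 16 genes were higher at PN98 and 5 had an adjusted p under 0.05 with limma, or 12 when adjusted over the set alone. The score of 14 genes of peroxisomal FA oxidation was 0.51 higher at PN98 (exact permutation test, p = 0.0571), with 10 of the 14 genes higher. The score of 19 genes of mitochondrial β-oxidation was lower by a difference of −0.35, within the spread between mice (exact permutation test, p = 0.371).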

Overlap between the regulated pathways was plotted as a network map, showing much overlap between pathways, including those involved in the regulation of cell proliferation and growth as well as pathways involved in hormonal regulation and immune response. Two pathways were less connected to the central network: “mitochondrial dysfunction” and “lipid antigen presentation by CD1” (Supplementary Figure 2). The “mitochondrial dysfunction” pathway contained genes representing subunits of the oxidative phosphorylation and other genes involved in the function of mitochondria, and its IPA name follows the general idea that downregulation of the genes contained in this pathway is associated with dysfunctional mitochondria, like in T2D, Alzheimer’s or Parkinson’s disease. 

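Of the 44 transcripts that Supplementary Table 1 lists for the mitochondrial dysfunction pathway, the limma fit on transcripts gave 35 lower and 9 higher at PN98, with a median log2 fold change of −0.86. Their adjusted p-values ran from 0.0241 to 0.228, and 2 transcripts had an adjusted p under 0.05. These were a transcript of *Atp5e* (log2 fold change −1.11, standard error 0.19, adjusted p = 0.0474), lower at PN98, and a transcript of *Pink1* (1.41, standard error 0.19, adjusted p = 0.0241), higher at PN98; *Atp5e* is named because of its value. The transcripts were selected on a p under 0.05 in the same mice, so the count by direction is descriptive. With FPKM summed per gene, 35 of the 44 genes were lower at PN98 as well, with a median log2 fold change of −0.71. Of the 44 genes, 22 were lower with p under 0.05. An adjusted p under 0.05 was found for 7 genes, of which 5 were higher and 2 lower at PN98. Among the transcripts of the list, 10 were lower with p under 0.05 after median of ratios scaling, which moved this count most.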

Although ingenuity pathway analysis did not indicate a direction for the change in the mitochondrial dysfunction pathway, 35 of the 44 regulated genes in this pathway were down regulated over time, what may indicate that mitochondrial function is reduced at PN98 compared to PN21 in ING WAT (Supplementary Table 1).

**Table 3:** List of significant regulated pathways at PN98 as analyzed by ingenuity pathway analysis (IPA).

Canonical Pathways	-log(*p*-value)	Ratio	*z*-score
**Top 10 down regulated pathways**		
EIF2 signaling	12.10	0.34	-3.833
Estrogen-mediated S-phase entry	5.96	0.58	-3.051
STAT3 pathway	5.58	0.37	-0.577
Cyclins and cell cycle regulation	4.96	0.35	-2.524
Regulation of eIF4 and p70S6K signaling	4.13	0.27	-1.155
mTOR signaling	4.02	0.25	-0.408
Acute phase response signaling	4.00	0.26	-1.333
Phospholipase C signaling	3.78	0.24	-2.359
NF-κB activation by viruses	3.68	0.30	-2.353
14-3-3-mediated signaling	3.61	0.27	-0.378
**Top 10 up regulated pathways**		
Cell cycle: G1/S checkpoint regulation	5.72	0.39	1.706
Aryl hydrocarbon receptor signaling	5.45	0.30	2.000
Protein kinase A signaling	4.71	0.23	1.732
Cell Cycle: G2/M DNA damage checkpoint regulation	4.44	0.39	1.414
Androgen signaling	4.34	0.30	0.535
Sumoylation pathway	4.02	0.30	1.043
PPARα/RXRα activation	3.75	0.25	2.874
LXR/RXR activation	3.20	0.26	0.557
PPAR signaling	2.74	0.27	2.858
Apoptosis signaling	2.67	0.27	0.816
**Top 10 pathways without available activity pattern^∗^**		
Cell cycle control of chromosomal replication	8.08	0.55	NaN
RAR activation	6.75	0.30	NaN
Estrogen receptor signaling	6.15	0.32	NaN
Adipogenesis pathway	6.00	0.31	NaN
Glucocorticoid receptor signaling	5.47	0.25	NaN
Mitochondrial dysfunction	3.87	0.26	NaN
Lipid antigen presentation by CD1	3.85	0.46	NaN
T cell receptor signaling	3.72	0.28	NaN
TR/RXR activation	3.46	0.29	NaN
Assembly of RNA polymerase II complex	3.24	0.34	NaN

*Expression of transcripts determined with mRNA sequencing and data analyzed with ingenuity Pathway Analysis (Qiagen Bioinformatics, Aarhus, Denmark). Difference between postnatal day 21 over 98.^∗^No information on activity pattern was available in IPA and no *Z*-score calculated as a consequence.*

### Targeted Analysis of mRNA Sequence Data

A list of brown and white preadipocyte and adipocyte markers was extracted from literature (Gesta et al., 2007) and checked for their expression in the mRNA sequence data (the 5040 transcripts with *p* < 0.05) to get insight in possible changes in cell populations in ING WAT between PN21 and 98. Expression levels of brown adipocytes markers declined and levels of white adipocytes markers increased from PN21 to 98 (Figure 4J and Supplementary Table 2 for the complete list of markers). 

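Of the 23 brown adipocyte markers of Supplementary Table 2, 19 had a transcript that passed the expression filter, and 6 were lower and 0 higher at PN98 with p under 0.05 in the limma fit. *Ucp1* lies on chromosome 8 of mm10 from 83290348 to 83298456 and encodes uncoupling protein 1 of the mitochondrial inner membrane. Summed over its transcripts, its expression was 585 ± 46.8 FPKM (SD, n = 4) at PN21 and 174 ± 169 FPKM (SD, n = 4) at PN98, where mouse m35 had 7.41 FPKM. At the transcript level, its log2 fold change was −2.86 (standard error 1.17, adjusted p = 0.219), and p stayed under 0.05 in 3 of the 8 fits that each left out 1 mouse. *Cpn2* (chromosome 16, 30256378 to 30267532) fell from 4.35 ± 1.15 FPKM (SD, n = 4) to 0.531 ± 0.249 FPKM (SD, n = 4), with a log2 fold change of −3.17 for its transcript (standard error 0.46, adjusted p = 0.0296). It was the only brown adipocyte marker with an adjusted p under 0.05. *Cox7a1*, *Acaa2*, *Ppargc1a* and *S100b* were lower, with log2 fold changes of −2.49, −1.16, −1.11 and −0.95 and adjusted p-values between 0.148 and 0.187. At the summed gene level, 17 of 21 brown adipocyte markers were lower at PN98, 1 of the 21 had an adjusted p under 0.05 over all genes, and their score differed by −0.65 (exact permutation test, p = 0.371). Their PN98 scores ran from 3.06 in m35 to 5.34 in m125, against 4.87 to 5.23 at PN21.

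Of the 17 white adipocyte markers, 16 had a transcript that passed the filter, and 5 were higher and 2 lower at PN98 with p under 0.05. *Fads3*, on chromosome 19 from 10041548 to 10059671, rose from 30.5 ± 6.23 FPKM (SD, n = 4) to 104 ± 25.4 FPKM (SD, n = 4), with a log2 fold change of 1.77 for its transcript (standard error 0.26, adjusted p = 0.0296). It was the only marker of this list with an adjusted p under 0.05 over all transcripts, and 6 markers passed when p was adjusted over the list alone. *Lep* (2.23), *Aldh1a1* (1.81), *Ccl6* (0.90) and *App* (0.80) were higher in log2 fold change, and *Fbn1* (−1.70) and *Hoxa4* (−0.81) were lower, with adjusted p-values between 0.0908 and 0.227. For *Serpina3k*, the transcript assigned to the gene had a log2 fold change of −0.44 (standard error 1.09, adjusted p = 0.813). At the summed gene level, 13 of 17 white adipocyte markers were higher at PN98, 3 of the 17 had an adjusted p under 0.05 over all genes, and their score was 0.46 higher (exact permutation test, p = 0.143). Their median log2 fold change lay at percentile 99.99 among random lists of the same size and expression, and that of the brown adipocyte markers at percentile 0.58.

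Scaling to nuclear genes changed the counts of both lists most, to 2 brown adipocyte markers lower and 1 higher, and 8 white adipocyte markers higher and 1 lower, with p under 0.05. From the markers that changed, the paper proposes that ING WAT holds fewer brown or brown-like adipocytes and more white adipocytes at PN98 than at PN21.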

For preadipocytes the picture is less clear, some brown preadipocytes markers were up and others were down regulated over time. 

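Of the 21 brown preadipocyte markers, 14 had a transcript that passed the filter, and 5 were higher and 4 lower at PN98 with p under 0.05. The higher genes were *Tnnt3* with a log2 fold change of 3.80, *Mylpf* with 2.24, *Myl1* with 2.20, *Mme* with 1.19 and *Adam15* with 1.09. The lower genes were *Ndn* with −1.37, *Maged2* with −1.27, *Fn1* with −1.20 and *Snrpa* with −0.44. Their adjusted p-values from limma lay between 0.0653 and 0.221, and 6 of the markers passed 0.05 when p was adjusted over the list alone. With FPKM summed per gene, *Maged2* (log2 fold change −1.55, adjusted p = 0.0163), *Ndn* (−1.32, adjusted p = 0.0483) and *Mme* (1.10, adjusted p = 0.0492) had an adjusted p under 0.05 over all genes. *Tnnt3*, *Mylpf* and *Myl1* encode proteins of the contractile apparatus of skeletal muscle. Summed over its transcripts, *Tnnt3* had 4.49, 16.2, 113 and 27.3 FPKM in the PN21 mice m1, m49, m138 and m145, and 386 ± 334 FPKM (SD, n = 4) at PN98. Across the 8 mice, the mean log2 value of these 3 genes followed that of the other skeletal muscle genes (Pearson r = 0.997, permutation p = 4.96e-05, Spearman rho = 1.00, permutation p = 4.96e-05, Benjamini-Hochberg 0.000149 for both over 3 relations computed). Without the 2 mice farthest from the median, r was 0.992. *Adam15* had a log2 fold change of 0.16 at the summed gene level (standard error 0.32, adjusted p = 0.755), against 1.09 for its transcript with the lowest p.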

Of note, the list of markers was extracted from the review of Gesta et al. (2007) and based on results of different experiments, the brown preadipocytes markers which were up regulated over time originate from another experiment than the down regulated markers (Boeuf et al., 2001; Timmons et al., 2007). The list of white preadipocytes markers is short and only one of these genes was abundant in our data set and up regulated over time.

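All 4 white preadipocyte markers had a transcript that passed the filter, and 2 of these were higher at PN98 with p under 0.05. *Cfb*, on chromosome 17 from 34856374 to 34862518, had 115 ± 25.4 FPKM (SD, n = 4) at PN21 and 257 ± 144.6 FPKM (SD, n = 4) at PN98, with a log2 fold change of 1.21 for its transcript (standard error 0.49, adjusted p = 0.214 from limma). *C2*, the neighbouring gene from 34862604 to 34898265, had 31.0 ± 5.11 FPKM (SD, n = 4) at PN21 and 42.2 ± 12.7 FPKM (SD, n = 4) at PN98. The log2 fold change of its transcript was 1.09 (standard error 0.39, adjusted p = 0.182), and with mouse m35 left out another transcript of *C2* had the lowest p and a log2 fold change of −1.12. Neither gene had an adjusted p under 0.05, also when adjusted over the 4 markers alone.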

A list of genes of which mitochondrial localization is strongly supported (Mitocarta, 1158 genes) were checked for expression in the data set to further explore functional changes of the mitochondria over time. 

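Supplementary Tables 3 and 4 list 319 genes with 1 direction. A transcript that GENCODE vM21 assigns to the gene itself passed the expression filter for 230 of the 231 genes of Supplementary Table 3 and for 86 of the 88 genes of Supplementary Table 4. With the lowest-p transcript of the gene itself, 202 genes of Supplementary Table 3 were lower with p under 0.05 at PN98, 6 of them with an adjusted p under 0.05 in limma. For Supplementary Table 4, 73 genes were higher with p under 0.05 and 9 with an adjusted p under 0.05. For 266 of the 319 genes, the paper's fold change equals that of a transcript of the gene itself, and for 51 it equals that of a transcript of an overlapping gene that the deposited table lists together with it.

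With FPKM summed per gene, 220 of 230 genes of Supplementary Table 3 were lower at PN98, 147 with p under 0.05 and 21 with an adjusted p under 0.05. In Supplementary Table 4, 77 of 87 genes were higher, 60 with p under 0.05 and 22 with an adjusted p under 0.05. The median log2 fold change was −0.58 for the genes of Supplementary Table 3 and 0.71 for those of Supplementary Table 4. At this level, scaling to nuclear genes left 194 genes of Supplementary Table 3 lower and 84 of Supplementary Table 4 higher, of which 44 and 67 had p under 0.05. Because the genes were selected on p under 0.05 in the same mice, these counts are descriptive.

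In 5 genes the lowest-p transcript and the sum over transcripts had opposite directions. *Acadl* had a log2 fold change of 7.44 at the transcript and −0.23 summed, *Lrpprc* 7.81 and −0.16, *Tkt* 1.15 and −0.68, *Mecr* −1.26 and 0.16, and *Adck4* −1.08 and 0.05. None of these summed values had an adjusted p under 0.05; the adjusted p of the summed values lay between 0.499 and 0.874.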

327 genes of this list were identified in the data set, of which 231 gene were down regulated, 88 up regulated and 8 genes had discrepancy in regulation between different transcripts. 

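Genes of oxidative phosphorylation in Supplementary Table 3 numbered 53, and with FPKM summed per gene 52 of these were lower at PN98, 30 with p under 0.05 and 4 with an adjusted p under 0.05. Of 13 genes of the TCA cycle 12 were lower, of 6 genes of FA oxidation 6, of 15 genes of protein import and folding 14, of 8 genes of metabolite transport 8 and of 61 genes of translation 59. Their median log2 fold changes were −0.73 for oxidative phosphorylation, −0.58 for the TCA cycle, −0.51 for FA oxidation, −0.67 for import and folding, −0.56 for metabolite transport and −0.54 for translation.

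Sets defined without regard to p show the same processes over all their expressed genes. The score of 14 complex IV subunits was 8.24 ± 0.30 (SD, n = 4) at PN21 and 7.52 ± 0.51 (SD, n = 4) at PN98. The difference was −0.71 on the log2 scale, and the ages overlapped (exact permutation test, p = 0.0571). Differences were −0.51 for 37 complex I subunits (exact permutation test, p = 0.171), −0.51 for 4 complex II subunits (p = 0.229), −0.71 for 9 complex III subunits (p = 0.0857) and −0.56 for 15 complex V subunits (p = 0.0571). The 21 TCA cycle enzymes had a difference of −0.57 (exact permutation test, p = 0.229), 76 mitochondrial ribosomal proteins one of −0.43 (p = 0.0857), and 22 genes of the import machinery one of −0.48 (p = 0.0571). The 38 mitochondrial carriers changed by −0.13 (exact permutation test, p = 0.257), which turned to 0.07 with median of ratios scaling and 0.11 with scaling to nuclear genes. With scaling to nuclear genes, the differences were −0.24 for complex I, −0.46 for complex IV, −0.31 for the TCA cycle and −0.17 for mitochondrial ribosomal proteins. The median log2 fold change lay at percentile 0.2 among random lists of the same size and expression for mitochondrial ribosomal proteins, at 11.0 for complex IV and at 35.3 for complex I.

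**Figure D1:**
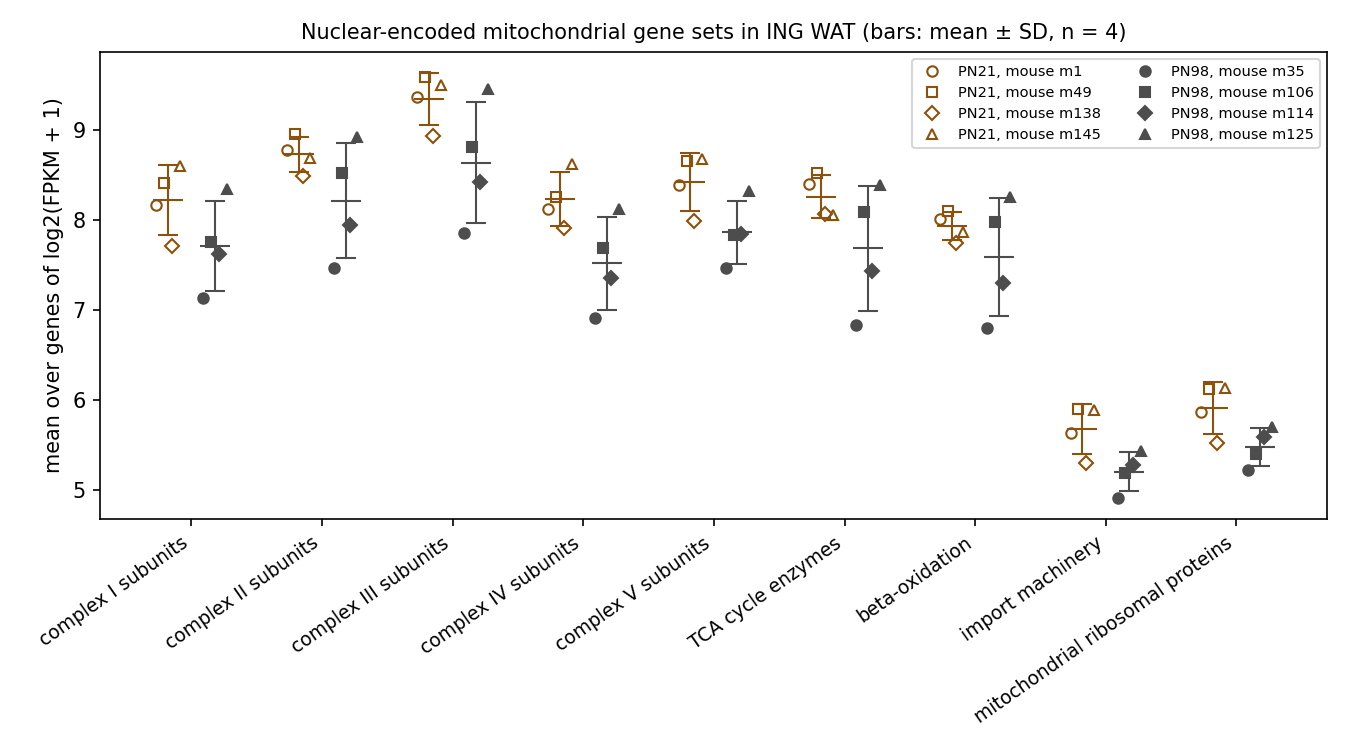
Gene set scores of nuclear-encoded mitochondrial genes in ING WAT, as each mouse's mean over genes of log2(FPKM + 1); symbols are single mice, and bars give the mean ± SD of the 4 mice at PN21 and the 4 mice at PN98. Complex IV scores run from 7.92 to 8.63 at PN21 and from 6.91 to 8.13 at PN98, so that the 2 ages overlap.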

Genes involved in energy metabolism and protein syntheses were down regulated over time, including oxidative phosphorylation, citric acid (TCA) cycle, β-oxidation, import, transport and translation. 

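The genes of Supplementary Table 4 spread over more categories. With FPKM summed per gene, 17 of 18 genes of various metabolism, 9 of 10 genes of BCAA and SCFA metabolism, 7 of 7 redox genes and 6 of 6 genes of FA oxidation were higher at PN98. All 3 genes of FA synthesis were higher, with a median log2 fold change of 1.55, and all 5 genes of mitophagy, with a median of 0.99. Of 3 genes listed under OXPHOS 2 were higher and 0 reached p under 0.05, against 1 that was lower with p under 0.05.

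Glycolysis and lipid synthesis were also scored as sets defined without regard to p and not restricted to mitochondrial genes. The paper names glycolytic metabolism and lipid synthesis among its higher mitochondrial genes, so these sets do not test that statement. For 16 genes of glycolysis, the score difference was −0.28 on the log2 scale (exact permutation test, p = 0.314), with 3 of 16 genes higher at PN98. The 16 lipid synthesis genes had a difference of −0.69 (exact permutation test, p = 0.286). This set contains *Scd1*, listed at 0 in all 4 PN98 mice, and the median log2 fold change of the other 15 genes was 0.05. Among random lists of the same size and expression, the median log2 fold change of lipid synthesis (0.03) lay at percentile 97.5. That of glycolysis lay at percentile 44.9. Expression of *Fasn* ran from 1448 to 4611 FPKM at PN21 and from 501 FPKM in m35 to 8988 FPKM in m125 at PN98; *Fasn* is named because of its values.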

The up regulated genes showed more diversity in function, including glycolytic metabolism, lipid synthesis, biosynthesis and mitophagy. The list with genes categorized to function is shown in Supplementary Tables 3, 4. A summary of these findings is presented in Figure 5.

**FIGURE 5:**
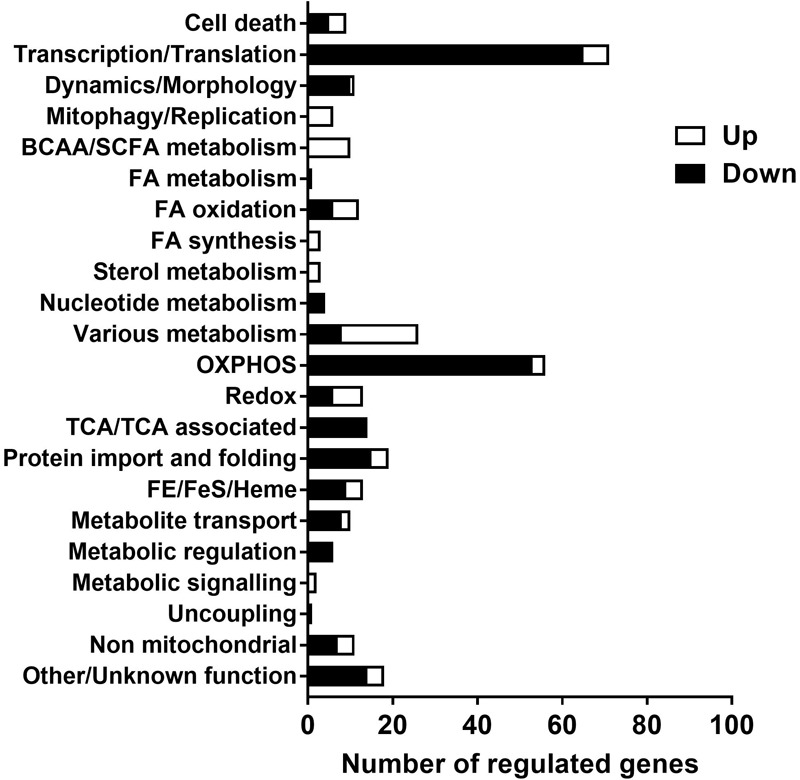
Functional categorization of regulated genes (PN21 over 98) with a strong support for mitochondrial localization. Expression of transcripts analyzed with mRNA sequence, of the transcripts with *p* < 0.05 genes encoding proteins with strong support of mitochondrial localization (Mouse MitoCarta 2.0, Broad institute) were selected and functional categorized with Nextprot (SIB Swiss institute for bioinformatics). The full list of genes with functional categorization is shown in Supplementary Tables 3, 4.

Established mitophagy/autophagy markers (Ding and Yin, 2012) were extracted from the mRNA sequence data and their regulation was studied for insight in potential underlying mechanisms of WAT whitening and results are reported in Table 4. 

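The 10 mitophagy and autophagy markers of Table 4 had a score of 4.80 ± 0.14 (SD, n = 4) at PN21 and 5.52 ± 0.06 (SD, n = 4) at PN98, a log2 difference of 0.72, and the 2 ages did not overlap (exact permutation test, p = 0.0286). Their median log2 fold change lay at percentile 99.99 among random lists of the same size and expression. At the summed gene level 3 of the 10 had an adjusted p under 0.05 with limma over all genes, and 8 when p was adjusted over the list alone. With median of ratios scaling the score difference was 0.92, and with scaling to nuclear genes it was 0.96.

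*Pink1*, on chromosome 4 of mm10 from 138313409 to 138326307, encodes a mitochondrial kinase. Its transcript with the lowest p had 44.2 ± 8.75 FPKM (SD, n = 4) at PN21 and 116 ± 7.73 FPKM (SD, n = 4) at PN98, a fold change of 2.66 (standard error 0.19 on the log2 scale, adjusted p = 0.0241). *Bnip3*, on chromosome 7 from 138890836 to 138909519, had 72.8 ± 12.9 FPKM (SD, n = 4) and 196 ± 28.1 FPKM (SD, n = 4), a fold change of 2.70 (standard error 0.20 on the log2 scale, adjusted p = 0.0257). The fold change was 1.90 for *Map1lc3a* (adjusted p = 0.169), 1.80 for *Sqstm1* (adjusted p = 0.0983) and 1.39 for *Ulk2* (adjusted p = 0.189). It was 1.22 for *Ulk1* (adjusted p = 0.466) and 1.24 for *Atg7* (adjusted p = 0.300). When each mouse was left out in turn, p stayed under 0.05 in all 8 fits for *Pink1*, *Bnip3* and *Sqstm1*, in 6 of 8 for *Map1lc3a* and in 2 of 8 for *Ulk2*.

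For *Bnip3l* and *Fundc1*, the lowest-p transcripts had FPKM values near 0 in some mice. The transcript of *Bnip3l* had 0.00143 ± 0.000480 FPKM (SD, n = 4) at PN21 and 2.05 ± 1.56 FPKM (SD, n = 4) at PN98, and that of *Fundc1* 0.604 ± 0.774 FPKM (SD, n = 4) and 3.61 ± 1.82 FPKM (SD, n = 4). Summed over transcripts, *Bnip3l* had a log2 fold change of 0.46 (standard error 0.18, adjusted p = 0.156) and *Fundc1* one of 0.36 (standard error 0.20, adjusted p = 0.262). At the summed gene level, *Sqstm1* (log2 fold change 0.81, standard error 0.16) had an adjusted p of 0.0280.

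**Figure D2:**
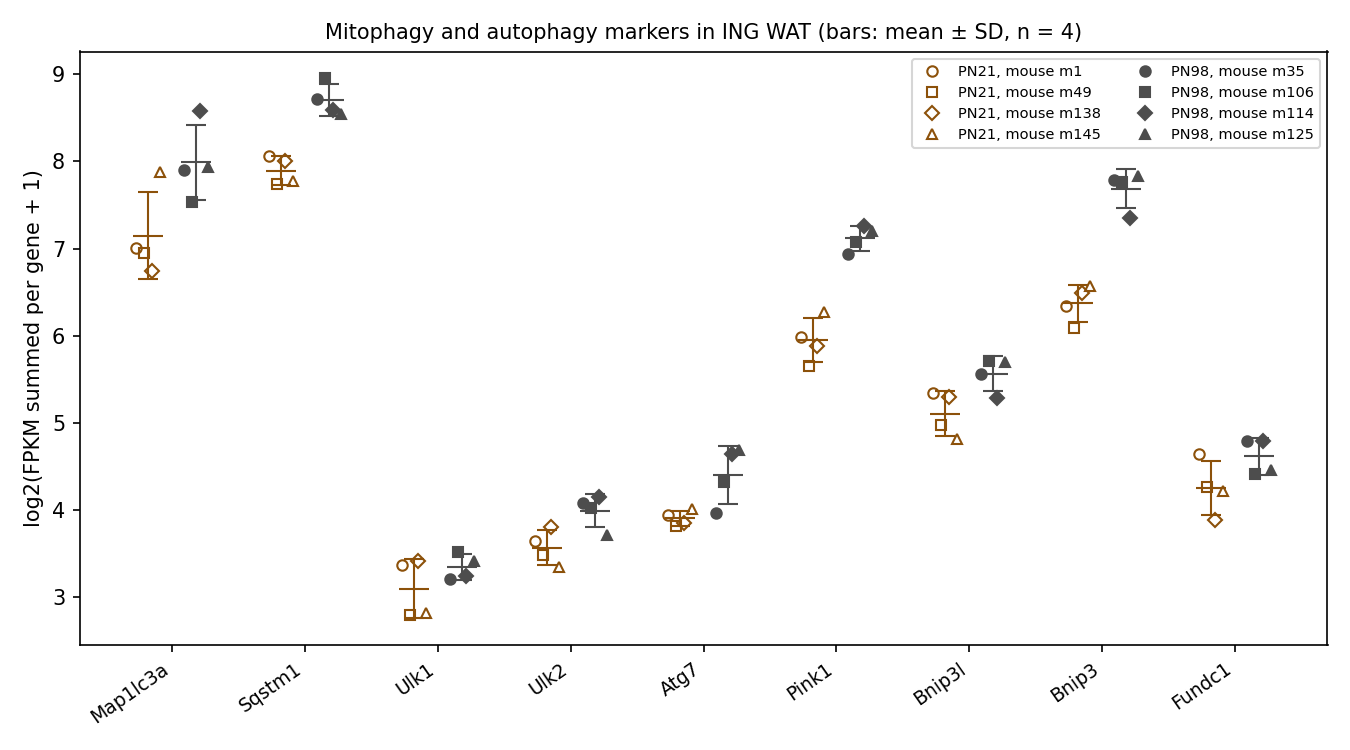
Expression of markers of Table 4 with a transcript that passed the filter in ING WAT as log2(FPKM summed per gene + 1); symbols are single mice, and bars give the mean ± SD of the 4 mice at PN21 and the 4 mice at PN98. For Pink1, Bnip3 and Sqstm1 every PN98 mouse lies above every PN21 mouse.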

Microtubule-associated protein one light chain three alpha (*Map1lc3a*, better known as *Lc3*), sequestosome 1 (*Sqstm1*, better known as *p62*), unk-51 like kinase 2 (*Ulk2*), PTEN induced putative kinase 1 (*Pink1*) and BCL2/adenovirus E1B interacting protein 3 (*Bnip3*) were upregulated at PN98 compared to PN21. To further support this data, LC3 protein levels were analyzed with western blot. LC3.2 protein levels increased between PN21 and 98 in ING and RP WAT and were unchanged in EPI WAT (Supplementary Materials and Supplementary Figure 5). Regrettably, LC3.1 protein levels were not detectable in these samples under these conditions and ratios between LC3.2 and LC3.1 could therefore not be calculated.

**Table 4:** Regulation of mitophagy/autophagy markers in ING WAT from PN21 to 98 as measured with RNA sequencing.

Gene name	ENSBL ID	FC	*p*-value	Adjusted *p*-value
*Map1lc3a (Lc3)*	ENSMUSG00000027602	**1.90**	**0.020**	0.169
*Sqstm1 (p62)*	ENSMUSG00000015837	**1.80**	**0.004**	0.099
*Ulk1*	ENSMUSG00000029512	1.22	0.253	0.466
*Ulk2*	ENSMUSG00000004798	**1.39**	**0.028**	0.190
*Atg7*	ENSMUSG00000030314	1.24	0.100	0.300
*Pink1*	ENSMUSG00000028756	**2.66**	**<0.001**	**0.024**
*Prkn (Parkin)*	ENSMUSG00000023826	Not detected		
*Bnip3l*	ENSMUSG00000022051	Mean count at PN21 < 2		
*Bnip3*	ENSMUSG00000078566	**2.70**	**<0.001**	**0.026**
*Fundc1*	ENSMUSG00000025040	Mean count at PN21 < 2		

*Expression reported as fold changes between postnatal day 21 over 98. Significant differences are bold.*

### Correlations

There were many correlations between mitochondrial density and function markers and WAT weight (Table 5). Specifically, the inverse correlation between CS and HADH levels and weight of the corresponding depot was consistently strong in all depots. ING WAT weight was also inversely correlated to levels of the electron transport system complexes (OXPHOS complexes I–IV). In contrast, no correlation was found between ING WAT weight and the level of OXPHOS complex V (ATP5A; Table 5). RP WAT demonstrated opposite findings: the electron transport system complexes did not correlate with WAT weight, but complex V (ATP5A) showed a mild, inverse correlation with WAT weight. *Lep* gene expression was correlated to WAT weight for each of the depots, but this correlation was stronger in the visceral depots compared to ING WAT. *Ucp1* expression, a key marker for browning of WAT, in ING WAT was correlated to mitochondrial density (CS and mtDNA, Table 5) and function markers (OXPHOS complexes I–IV), but not in RP WAT. In EPI WAT *Ucp1* expression was only to some extent correlated to CS and HADH levels. *Ucp1* expression in ING WAT was not correlated to complex V levels.

**Table 5:** Correlations between WAT weight v. *Ucp1* gene expression and mitochondrial function markers, *Lep* gene expression.

	ING WAT		EPI WAT		RP WAT	
	*r*	*p*	*r*	*p*	*r*	*p*
**Correlations with WAT weight**		
CS activity	-0.738	<0.001	-0.579	<0.001	-0.788	<0.001
HADH activity	-0.759	<0.001	-0.615	<0.001	-0.725	<0.001
mtDNA	-0.444	<0.05	-0.335	0.076	-0.607	<0.01
NDUFB8	-0.681	<0.001	-0.484	<0.01	-0.02	n.s.
SDHB	-0.695	<0.001	-0.451	<0.05	-0.01	n.s.
UQCRC2	-0.734	<0.001	-0.687	<0.001	-0.04	n.s.
MTCOI	-0.585	<0.001	-0.150	n.s.	-0.098	n.s.
ATP5A	-0.091	n.s.	-0.571	<0.001	-0.478	<0.05
*Lep*	0.558	<0.001	0.768	<0.001	0.758	<0.001
**Correlations with *Ucp1***		
CS activity	0.664	<0.001	0.393	<0.05	0.049	n.s.
HADH activity	0.696	<0.001	0.490	<0.01	-0.048	n.s.
mtDNA	0.473	<0.01	0.049	n.s.	-0.136	n.s.
NDUFB8	0.583	<0.001	0.155	n.s.	0.197	n.s.
SDHB	0.582	<0.001	0.113	n.s.	-0.306	n.s.
UQCRC2	0.599	<0.001	0.287	n.s.	-0.182	n.s.
MTCOI	0.511	<0.001	0.031	n.s.	-0.154	n.s.
ATP5A	0.126	n.s.	0.221	n.s.	-0.221	n.s.
*Lep*	-0.402	<0.05	-0.118	n.s.	-0.023	n.s.

## Discussion

In this study, we show clear changes in markers for mitochondrial density, mitochondrial function and browning in ING, EPI, and RP WAT depots of C57BL/6j mice after weaning up to young adulthood. We show that an increase in WAT depot mass and elevated levels of adiposity markers is associated with a decline in mitochondrial density over time in all depots. This decline was depot specific, being most pronounced in ING WAT with the steepest drop from PN21 to 42 and was accelerated by the WSD challenge. RNA sequence data from the ING depot showed that the decline in mitochondrial density was accompanied by a transfer from active, ATP producing mitochondria with a clear uncoupling potential toward mitochondria with a more diverse metabolic function and a higher biosynthesis. The RNA sequence data also showed that ING WAT developed from a “browner” toward a “whiter” phenotype with increased coupled mitochondria. These data also show that this is accompanied by an increased mRNA expression of mitophagy markers.

The present study aimed to comprehensively compare postweaning changes of markers for mitochondrial function and WAT browning in three different WAT depots. There is evidence from one other study showing decreasing mitochondrial enzyme activity in human subcutaneous WAT from the postnatal period to adulthood (Novak et al., 1973), which is in accordance with the findings in our study. Previous experiments in rats showed lower mitochondrial respiration, enzyme activity and mitochondrial abundance in ING compared to EPI WAT, both when measured in whole tissue or isolated adipocytes (Prunet-Marcassus et al., 1999; Deveaud et al., 2004). But a study in adult mice showed a higher mitochondrial performance in isolated mitochondria of ING compared to EPI WAT while mitochondrial density was not different between the depots (Schottl et al., 2015). In the present study respiration was not measured, but the results were more in agreement with the later study, showing higher mitochondrial enzyme, OXPHOS protein and RNA marker levels in ING compared to EPI WAT of young mice. Moreover, the results of this study showed that the differences in mitochondrial density and function markers between ING and visceral WAT are age specific, being prominent at weaning and much smaller in early adulthood.

The declining mitochondrial density and function markers from weaning to young adulthood in ING WAT was accompanied by a diminished gene expression of the WAT browning markers *Ucp1* and *Cidea.* UCP1 proteins levels tended to decrease accordingly, although statistical significance was not reached for the older AIN93 animals. Subcutaneous depots are more prone to WAT browning than visceral depots and have a higher abundancy of adipocytes with a brown-like phenotype, that can be activated upon cold exposure (Wu et al., 2012). The higher levels of WAT browning markers at weaning may therefore be part of a protective response of the vulnerable pups to the colder environment in the postnatal period, comparable to the uncoupling response in the brown adipose tissue (Obregon et al., 1989). Indeed, the decreased expression of brown adipocyte markers in the RNA sequence data at PN98 suggests that abundance of brown or brown-like adipocytes, with the capacity to produce heat, is declining over time. This is in line with evidence of other mice studies showing browning of the WAT depots from PN10 to 20 and subsequent whitening from PN20 to 30 (Xue et al., 2007; Lasar et al., 2013; Birnbacher et al., 2018) a process that has shown to be strongly genetically controlled (Chabowska-Kita et al., 2015). The increased abundancy of white adipocytes, with their lipid storage and insulation capacity, at the same time point further supports this explanation. This also provides an explanation for the differences between subcutaneous and visceral WAT, of which the latter showed a much lower expression of the browning makers *Ucp1* and *Cidea*. Again, this it is fully in line with the developmental needs of a young pup, being small and vulnerable to cold stress, to a large, more mature individual with a sufficient layer of thermal insulation provided by WAT. This notion is supported by the substantial decline in preadipocyte marker expression from PN21 to PN42 and the increased expression of white adipocyte markers at PN98. The latter indicates that preadipocytes differentiated to adipocytes between those time points, a process that is probably already ongoing at PN21. Indeed, the decline in preadipocyte marker expression is previously reported and there coincided with an increased expression of adipocyte marker expression (Xue et al., 2007). Environmental factors, like dietary interventions or early life stress (Yam et al., 2017), may change the pace of whitening and subsequently have long-lasting effects on the oxidative and storage capacity of WAT depots. It would be of interest to investigate the effects of temperature on postweaning changes, in particular by repeating the experiment under thermoneutrality, but also at intermediate and lower low-ambient temperatures, and what the consequence of changes in the pace of whitening of the WAT depots is for later life metabolic health and WAT function. Moreover, investigating the pace of whitening and subsequent later life health consequences in UCP1 knockout or other relevant genetic mouse models or investigating the consequences of different aspects of the weaning process (maternal separation, dietary switch and early/late weaning) can give insight in the underlying mechanisms.

Recent publications revealed that the whitening of WAT is controlled by autophagy induced mitochondrial clearance (mitophagy), indicated by the activation of mitophagy during the beige to white transition in cultured adipocytes following β3-AR agonist withdrawal and the impaired whitening when autophagy is deleted in knock-out mouse models (Altshuler-Keylin et al., 2016; Lu et al., 2019). Therefore, we checked the regulation of genes known to be involved in mitophagy (Ding and Yin, 2012) in ING WAT between PN21 and 98, the depot where changes in mitochondrial abundance and expression of browning markers was biggest. Indeed, genes involved in mitophagy were upregulated over time, as was the protein level of the autophagy marker LC3.2, confirming the role of mitophagy in whitening of WAT depots.

Our data on mitochondrial metabolic pathways show that mitochondria develop from organelles with a high expression of pathways directed at energy production (and dissipation), as in brown adipocytes (Forner et al., 2009), toward coupled mitochondria which display a wider variety of biochemical pathways. Part of the changes may be related to maturation of ING WAT, since expression of proteins involved in fatty acid metabolism and of mitochondrial chaperones has been shown to increase during adipogenesis (Wilson-Fritch et al., 2003). In ING WAT of the more mature PN98 mice we observe a much smaller number of genes related to especially protein import, translation and OXPHOS as well as nucleotide metabolism, suggestion a decrease in mitochondrial “growth”/biogenesis, while genes related to lipid synthesis, branched chain amino acid/short chain fatty acid metabolism, steroid metabolism and redox signaling appear, as well as a substantial number of genes related to diverse biosynthetic pathways (Figure 5). This indicates that the mitochondria have reached a condition where they interact more with the rest of the cell, no longer unilaterally focused on growth and energy metabolism (and dissipation) only. This especially suggests that ING WAT mitochondria have reached a steady state, which is supported by the appearance of autophagy and apoptosis genes, essential for mitochondrial (and cellular) turnover and quality control (Zimmermann and Reichert, 2017). Our data further indicate that ING WAT between PN21 (and possibly earlier) and PN42 provides a physiological relevant model to study and better understand functional changes in mitochondria related to adipose tissue development and mitochondrial adaptive capacity and to understand mitochondrial changes related to WAT whitening.

The changes in the functionality of the mitochondria in the WAT depots and the remodeling of these depots in early life may have an impact for intervention studies starting in early life, as the effect of the intervention may be very dependent on the starting point of the intervention. In line with the developmental origins of health and disease theory (Hales and Barker, 2001; Gluckman and Hanson, 2004), developmental processes may respond in a manner to optimally match an individual to anticipate later life conditions (Hanson and Gluckman, 2014). Previous studies in our lab showed that the postnatal period is amendable to nutritional programming since a relative mild dietary intervention at weaning indeed increased levels of later life mitochondrial oxidative capacity (Kodde et al., 2017). Although the perspective is there, additional studies are needed to fully understand to which extent nutritional interventions in the timeframe of weaning provides a window of opportunity for protection against later life metabolic disease.

## Conclusion

The present study showed a decline in mitochondrial density and oxidative capacity markers in WAT depots of young C57Bl/6j mice over time while adipose tissue mass increased in size. The decline is more explicit in ING WAT compared to the visceral depots and is accompanied by an evolution from a browner, energy dissipating, to a whiter, biosynthetic, adipose tissue phenotype. These developmental changes may provide an opportunity to program a healthy WAT mitochondrial phenotype by nutritional interventions during the weaning period.

## Ethics Statement

All animal procedures were in accordance with the principles of good laboratory animal care following the EU directive for the protection of animals used for scientific purposes and approved by an external, independent Animal Experimental Committee (DEC consult, Soest, Netherlands).

## Author Contributions

AK, EE, and KvL conducted the experiments. AK and JK analyzed the data and drafted the manuscript. AK, AO, and JK interpreted the results. AK prepared the figures. All authors contributed to the design of the study, edited and revised the manuscript, and approved the final version of the manuscript.

## Conflict of Interest Statement

AK, EE, AO, KvL, and EvdB are employees of the Danone Nutricia Research. The remaining author declares that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Maturation of White Adipose Tissue Function in C57BL/6j Mice From Weaning to Young Adulthood
**Source:** Front Physiol. 2019 Jul 9;10:836. doi: 10.3389/fphys.2019.00836
**Supplement:** Supplementary file 1

***Supplementary Material***

**Maturation of White Adipose Tissue Function in C57BL/6j Mice from Weaning to Young Adulthood**

**Andrea Kodde^*^, Eefje Engels, Annemarie Oosting, Kees van Limpt, Eline M. van der Beek, Jaap Keijer**

**Supplementary methods: LC3 protein levels**

Protein levels of LC3 as marker for mitophagy, were measured with western blot (1). Briefly, 15 μg of total protein per sample was used for SDS-PAGE, transfer to a PVDF membrane was done using the Pierce Power Blot (Thermo Fisher Scientific). Blots were blocked with 5% Protifar (Nutricia, Zoetermeer, The Netherlands), incubated with goat anti mouse LC3 (Nanotools, Teningen, Germany) as primary antibody and HRP conjugated anti mouse IgG (R&D systems) as a secondary antibody. LC3 protein levels were detected with Supersignal West Femto (Thermo Fisher Scientific) and were related to total protein levels as analyzed by Coomassie brilliant blue staining. Protein levels were detected with the Chemidoc XRS and analyzed by Quantity One (Biorad). Results and a representative Western blot stained for LC3 and the corresponding Coomassie brilliant blue stained blot is shown in Supplementary figure 5.

**Supplementary Table 1:** Expression of transcripts belonging to mitochondrial dysfunction pathway as determined with mRNA sequencing and data analyzed with ingenuity Pathway Analysis (Qiagen Bioinformatics, Aarhus, Denmark). Difference between postnatal day 21 over 98.

| Gene ID | Ensembl ID | p-value | FDR | FC |
| --- | --- | --- | --- | --- |
| *Acox2* | ENSMUST00000126352 | 0,047 | 0,226 | -2,00 |
| *Aph1a* | ENSMUST00000015894 | 0,009 | 0,131 | -1,50 |
| *Aph1b* | ENSMUST00000034934 | 0,011 | 0,140 | 1,66 |
| *App* | ENSMUST00000005406 | 0,049 | 0,228 | 1,74 |
| *Atp5a1* | ENSMUST00000114748 | 0,004 | 0,100 | -2,00 |
| *Atp5b* | ENSMUST00000125992 | 0,029 | 0,192 | -4,30 |
| *Atp5d* | ENSMUST00000105366 | 0,019 | 0,167 | -1,90 |
| *Atp5e* | ENSMUST00000149191 | 0,001 | 0,048 | -2,20 |
| *Atp5g1* | ENSMUST00000107684 | 0,035 | 0,205 | -1,70 |
| *Atp5g3* | ENSMUST00000131045 | 0,048 | 0,227 | -1,50 |
| *Atp5h* | ENSMUST00000138779 | 0,026 | 0,185 | -1,70 |
| *Atp5o* | ENSMUST00000023677 | 0,006 | 0,117 | -2,60 |
| *Bace2* | ENSMUST00000047275 | 0,021 | 0,172 | -3,00 |
| *Cat* | ENSMUST00000028610 | 0,001 | 0,062 | 2,24 |
| *Cox10* | ENSMUST00000049091 | 0,002 | 0,074 | -2,10 |
| *Cox11* | ENSMUST00000020851 | 0,003 | 0,083 | -2,10 |
| *Cox15* | ENSMUST00000045562 | 0,021 | 0,173 | -1,60 |
| *Cox4i2* | ENSMUST00000010020 | 0,043 | 0,220 | -2,00 |
| *Cox5a* | ENSMUST00000000090 | 0,040 | 0,215 | -2,00 |
| *Cox6b2* | ENSMUST00000182272 | 0,020 | 0,168 | -2,60 |
| *Cox7a1* | ENSMUST00000098594 | 0,015 | 0,154 | -5,60 |
| *Cyb5a* | ENSMUST00000025549 | 0,002 | 0,072 | 2,19 |
| *Cyc1* | ENSMUST00000023210 | 0,042 | 0,219 | -1,80 |
| *Glrx2* | ENSMUST00000152435 | 0,016 | 0,159 | -1,80 |
| *Gpx7* | ENSMUST00000030332 | 0,049 | 0,228 | -1,80 |
| *Htra2* | ENSMUST00000113962 | 0,032 | 0,198 | -1,50 |
| *Maoa* | ENSMUST00000026013 | 0,002 | 0,075 | 1,97 |
| *Maob* | ENSMUST00000040820 | 0,023 | 0,177 | 1,67 |
| *Ndufa3* | ENSMUST00000108644 | 0,049 | 0,229 | -1,80 |
| *Ndufa11* | ENSMUST00000002452 | 0,035 | 0,205 | -1,80 |
| *Ndufb5* | ENSMUST00000122290 | 0,045 | 0,222 | -1,80 |
| *Ndufb10* | ENSMUST00000141324 | 0,026 | 0,186 | -2,30 |
| *Ndufs7* | ENSMUST00000155523 | 0,033 | 0,200 | -1,60 |
| *Ndufs8* | ENSMUST00000075092 | 0,017 | 0,161 | -1,90 |
| *Pdha1* | ENSMUST00000156531 | 0,029 | 0,192 | -3,30 |
| *Pink1* | ENSMUST00000030536 | 0,000 | 0,024 | 2,66 |
| *Rhot2* | ENSMUST00000043897 | 0,045 | 0,223 | -1,50 |
| *Sdhb* | ENSMUST00000010007 | 0,045 | 0,223 | -1,90 |
| *Sdhd* | ENSMUST00000000175 | 0,047 | 0,226 | -1,80 |
| *Surf1* | ENSMUST00000150776 | 0,007 | 0,121 | 3,54 |
| *Txn2* | ENSMUST00000174468 | 0,014 | 0,152 | -4,00 |
| *Uqcr11* | ENSMUST00000141683 | 0,048 | 0,227 | -3,50 |
| *Uqcrfs1* | ENSMUST00000042834 | 0,046 | 0,224 | -1,90 |
| *Xdh* | ENSMUST00000024866 | 0,004 | 0,101 | 1,84 |

FC: Fold change; FDR: Fold discovery rate

**Supplementary Table 2:** Regulation of genes selective for brown or white (pre)adipocytes over time, analysed with mRNA sequencing. Gene list derived from (2) and expression levels of transcripts with p<0.05 included in table. Expression reported as fold changes between postnatal day 21 over 98. Up regulated values red and down regulated values green, empty cells indicate that these genes were not significantly regulated.

| **Preadipocyte markers:** | | | **Adipocyte markers** | | |
| --- | --- | --- | --- | --- | --- |
| **Gene** | **Time** |  | **Gene** | **Time** |  |
| **Brown adipose tissue** | | | **Brown adipose tissue** | | |
| *Acta1* |  |  | *Acaa2* |  |  |
| *Actc1* |  |  | *Acss1* |  |  |
| *Actn4* |  |  | *Cidea* |  |  |
| *Adam15* |  |  | *Cox7a1* | -5.6 |  |
| *Cd83* |  |  | *Cox8b* |  |  |
| *Chrna1* |  |  | *Cpn2* | -9.0 |  |
| *Cldn5* |  |  | *Cpt1b* |  |  |
| *Fn1* | -2.3 |  | *Dio2* |  |  |
| *Hdlbp* |  |  | *Elovl3* |  |  |
| *Icam2* |  |  | *Elovl6* |  |  |
| *Maged2* | -4.7 |  | *Esrrg* |  |  |
| *Mme* | 2.3 |  | *Fgf16* |  |  |
| *Myh3* |  |  | *Gpd2* |  |  |
| *Myl1* | 3.6 |  | *Hoxa1* |  |  |
| *Mylpf* | 4.7 |  | *Hoxc4* |  |  |
| *Myog* |  |  | *Mpzl2* |  |  |
| *Ndn* | -2.6 |  | *Ntrk3* |  |  |
| *Snrpa* | -1.4 |  | *Otop1* |  |  |
| *Tnnc1* |  |  | *Ppara* |  |  |
| *Tnni1* |  |  | *Ppargc1a* | -2.2 |  |
| *Tnnt3* | 12.6 |  | *S100b* | -1.9 |  |
|  |  |  | *Sirt3* |  |  |
|  |  |  | *Ucp1* | -7.3 |  |
| **White adipose tissue** | | | **White adipose tissue** | | |
| *C2* |  |  | *Aldh1a1* | 3.5 |  |
| *C3* |  |  | *App* | 1.7 |  |
| *Cfb* | 2.0 |  | *Ccl6* |  |  |
| *Fads2* |  |  | *Dpt* |  |  |
|  |  |  | *Fads3* | 3.4 |  |
|  |  |  | *Fbn1* | -3.3 |  |
|  |  |  | *Hmgn3* |  |  |
|  |  |  | *Hoxa4* |  |  |
|  |  |  | *Hoxa7* |  |  |
|  |  |  | *Hoxc8* |  |  |
|  |  |  | *Lep* | 4.7 |  |
|  |  |  | *Nrip1* |  |  |
|  |  |  | *Psat1* |  |  |
|  |  |  | *Retn* |  |  |
|  |  |  | *Retnla* |  |  |
|  |  |  | *Serpina3k* | 5.1 |  |
|  |  |  | *Sphk1* |  |  |

**Supplementary Table 3:** Functional categorization of genes downregulated at postnatal day 98 compared to 21, with strong support of mitochondrial localization. Expression of transcripts analyzed with mRNA sequence, of the transcripts with p<0.05 genes encoding proteins with strong support of mitochondrial localization (Mouse MitoCarta 2.0, Broad institute) were selected and functional categorized with Nextprot (SIB Swiss institute for bioinformatics)

Bold symbols are of genes which mitochondrial localization is proven for the white adipose tissue.

**Supplementary Table 4:** Functional categorization of genes upregulated at postnatal day 98 compared to 21, with strong support of mitochondrial localization. Expression of transcripts analyzed with mRNA sequence, of the transcripts with p<0.05 genes encoding proteins with strong support of mitochondrial localization (Mouse MitoCarta 2.0, Broad institute) were selected and functional categorized with Nextprot (SIB Swiss institute for bioinformatics)

Bold symbols are of genes which mitochondrial localization is proven for the white adipose tissue.

1. Meng L, Jan SZ, Hamer G, van Pelt AM, van der Stelt I, Keijer J, et al. Preantral follicular atresia occurs mainly through autophagy, while antral follicles degenerate mostly through apoptosis. *Biol Reprod* (2018) 99(4):853-63. doi: 10.1093/biolre/ioy116. PubMed PMID: 29767707.

2. Gesta S, Tseng YH, Kahn CR. Developmental origin of fat: tracking obesity to its source. *Cell* (2007) 131(2):242-56. doi: 10.1016/j.cell.2007.10.004. PubMed PMID: 17956727.

How the deposited data were processed for this re-analysis (not part of the article)

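Poly(A)+ RNA of ING WAT from 4 mice at PN21 (m1, m49, m138, m145) and 4 mice at PN98 (m35, m106, m114, m125) was sequenced, 1 library per mouse. The mice were grouped by the age in their labels. The files of this study hold 2 tables. For the first, the authors mapped the reads to mm10, quantified Ensembl transcripts with Cufflinks and deposited 1 FPKM value per transcript and mouse, with a standard deviation, an average and a score per transcript. The standard deviation covers 10 values, those of the 8 mice and 2 others not analysed here, and the average is taken over these 10 values and the standard deviation. The score that the authors deposited is the log10 of (1 + average)/(1 + standard deviation). The second is the authors' deposited table of the limma comparison of PN98 with PN21, with FPKM, log2 fold change, p-value, adjusted p-value, ratio and signed fold change for 5040 transcripts. The scores of that table (t and B) are the authors' limma statistics. The FPKM values of the 5040 transcripts in the second table were read from it. For 4994 of these they equalled the restored values, and for 35 they settled decimals that stayed open. Apart from this, the second table served only to check the restored decimals and to compare its list with the transcripts found here.

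In the first table, values of 1 and more had lost their decimal mark in 40380 of 91969 transcripts. For each such transcript, every possible place of the marks was tried, and the set of values whose standard deviation, average and score equal the deposited ones was used. One set was found for 40299 transcripts. Of the 81 with several sets, 35 were read from the second table and 46 were left out. The search was tested on simulated data, where it found 1 set for 1873 of 1893 simulated transcripts with lost marks, and all 1873 equalled the simulated values.

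Each transcript was assigned to its gene with GENCODE vM21, in which 88737 transcripts were found. Of the transcripts that it does not hold, 1938 have a single gene in the deposited table, which was used, and 1294 have several and were left out of sums per gene. Gene coordinates are those of GENCODE vM21 on mm10.

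At the transcript level, transcripts with FPKM above 0 in all 8 mice and a mean FPKM above 2 at PN21 or PN98 were kept, and log2(FPKM) without a pseudocount was compared between the ages with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, no covariates). A gene's value is that of its own transcript with the lowest p. For the summed gene level, FPKM was summed over the transcripts of a gene and log2(FPKM + 1) was compared the same way for genes with a mean FPKM of at least 1. Adjusted p-values are Benjamini-Hochberg values over all transcripts or genes tested, and the threshold was 0.05. On simulated data with 200 changed features, limma at the gene level recovered 90% of changes of 3 on the log2 scale and 7.5% of changes of 1 with an adjusted p under 0.05, and at the transcript level 68% and 0%. An unadjusted p under 0.05 was found for about 5% of unchanged features (4.96% to 5.20%). Noise was drawn independently for each feature and mouse, so this rate follows from the simulation and does not give the rate in these libraries. The recovery holds for 200 changed features.

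Gene sets comprised the 4 lists of Supplementary Table 2, the 10 genes of Table 4 and 25 sets written before the data were examined. Each mouse's score is the mean of log2(FPKM + 1) over the set's genes with a mean FPKM of at least 1. Scores were compared with a two-sided exact permutation test over 70 splits, and Benjamini-Hochberg values cover the 30 sets. Each set's median log2 fold change was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Principal components, correlations and exact tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

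The alternatives were pseudocounts of 0.1 and 1, other filters on FPKM, quantile normalization, median of ratios scaling, scaling to the same summed FPKM over nuclear genes, eBayes with trend or robust, limma's arrayWeights, FPKM summed per gene or the transcript with the highest mean FPKM, z-scores for gene sets and leaving out each mouse in turn. The whole comparison was repeated for all 35 distinct splits of the 8 mice into 4 and 4. The files hold no read counts, so the depth per sample is unknown, and the precision of a value is given by the spread between the 4 mice of an age.

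The text names the genes of Table 4, the genes of the 4 lists of Supplementary Table 2 with p under 0.05 in the paper or here, the genes measured in the paper by qPCR, enzyme assay or western blot, 5 sex-linked genes, genes of Supplementary Tables 1, 3 and 4 whose direction differs between the lowest-p transcript and the sum or between tables, and the 5 highest and 5 lowest genes in log2 fold change with an adjusted p under 0.05 and no overlap between the ages. Results for some genes that this rule covers are not reported here. Other genes are named because of their values or because they differ from the paper's. The pathway analysis with Ingenuity was not repeated, and the MitoCarta genes outside Supplementary Tables 3 and 4 were not analysed as a list. The qPCR, enzyme, western blot, EPI WAT, RP WAT and WSD results were not analysed here.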

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

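The test on skeletal muscle genes and the test on sex were set before the results were seen, and the test on lymph node was chosen only after the result was seen. In 122 groups of 4 mice of 1 age, 5 mice lay far from the other 3, against 6.1 expected by chance at about 1 in 20 groups. Each of the 5 is therefore what chance alone can give, and together they form no pattern beyond it.

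PN98 mouse m35 had a summed FPKM over nuclear genes of 988189, against 813621 to 839588 in the other PN98 mice. In this mouse the mitochondrially encoded transcripts held 41.7% of the summed FPKM, the lowest share of the 8. Much of that share came from the short tRNA genes *mt-Ts1* (398384 FPKM) and *mt-Te* (155541 FPKM). The same mouse had the highest lymphocyte score at PN98 (5.73, against 1.24 to 3.50) and 7.41 FPKM of *Ucp1*. The range of lymphocyte scores was 2.51 times that of the macrophage scores at PN21 and 3.26 times at PN98. Lymph node in some samples would give such ratios, and so would any other cause of varying lymphocyte content, so this test cannot tell them apart. It does not address the sum over nuclear genes. No biological explanation was tested.

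PN98 mouse m125 had a brown preadipocyte score of 4.81, against 5.71 to 5.75 in the other PN98 mice. The list contains *Myl1*, *Mylpf* and *Tnnt3*, which followed the other skeletal muscle genes across the 8 mice (Spearman rho = 1.00, permutation p = 4.96e-05, Benjamini-Hochberg 0.000149). The mean log2 value of these 3 genes was 6.86 in m125 and 7.72 to 9.36 in the other PN98 mice, so a low content of muscle may contribute to the low score. It does not explain the whole of it, since the PN21 mice m1, m49 and m145 had less of these 3 genes and scores of 5.06 to 5.27. The other genes of the list were not tested for this mouse.

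Among PN21 mice, m49 had a macrophage score of 3.66, against 4.11 to 4.15, and m138 a score of white adipocyte markers of 4.55, against 5.05 to 5.11. At PN98, mouse m114 had a log2(FPKM + 1) of *Bnip3* of 7.35, against 7.77 to 7.83. No explanation was tested for these 3 values, technical or biological.

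Genes of mammary epithelium, which the paper does not discuss, were lower at PN98. Their score fell by 1.41 on the log2 scale, from 0.93 to 2.15 at PN21 to 0.28 to 0.35 at PN98, and all 7 scored genes were lower. Every PN98 mouse lay below every PN21 mouse (exact permutation test, p = 0.0286, Benjamini-Hochberg 0.122 over 30 sets), so the set did not pass the correction. The smallest p that 4 against 4 mice can give is 0.0286. With limma, 3 of the 7 genes had an adjusted p under 0.05 over all genes and 6 when adjusted over the set alone. The difference was −1.32 with median of ratios scaling and −1.29 with scaling to nuclear genes, so the authors' normalization does not fully account for it. The 4 Y-linked genes argue against a difference in sex between the ages, as all 8 mice had at least 1 FPKM of each. *Xist* was higher at PN21, with 0.247 to 0.832 FPKM against at most 0.00704 FPKM at PN98, and its source was not tested. Whether the dissected samples held different amounts of mammary gland was not tested, and the fall with age cannot be told apart from it.

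The score of 17 extracellular matrix genes fell by 1.32 on the log2 scale, with 14 of the 17 genes lower and every PN98 mouse below every PN21 mouse (exact permutation test, p = 0.0286, Benjamini-Hochberg 0.122). It did not pass the correction. With limma, 6 genes had an adjusted p under 0.05 over all genes and 14 when adjusted over the set alone. The difference was −1.11 with median of ratios scaling (exact permutation test, p = 0.0286) and −1.06 with scaling to nuclear genes (p = 0.0571). Other technical explanations and a biological one were not tested.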

How the results depend on the processing

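Main settings and alternatives were fixed before the data were examined, apart from 1 alternative named at the end as chosen afterwards. A count was taken to have kept its size if it changed by a factor of at most 1.5. Apart from the fits that each left out 1 mouse, 274 alternative values of comparison results were computed (the added alternative included), of which 242 kept their direction and their side of the threshold or their size. Of 341 further values for single genes and for counts by direction, 279 did so, and of the rest 25 were weaker, 11 stronger, 24 moved and 2 reversed.

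The number of transcripts with an adjusted p under 0.05, 314 in the reported setting, moved most. It was 483 with pseudocount 0.1, 709 with pseudocount 1, 557 without the condition on zeros and pseudocount 1, 614 with an FPKM of at least 0.1 in all mice, 108 with a mean FPKM above 2 at both ages, 479 with quantile normalization, 537 with median of ratios scaling and 1572 with arrayWeights. Of the 314, all were also found with arrayWeights, 291 with median of ratios scaling, 255 with scaling to nuclear genes, 253 with trend, 213 with quantile normalization and 108 with a mean FPKM above 2 at both ages. Between 43 and 313 were also found in the fits that each left out 1 mouse. Trend or robust eBayes and scaling to nuclear genes gave 400, 321 and 344. Over the 8 fits that each left out 1 mouse, the number ran from 47 to 1772. With FPKM summed per gene, the 855 genes became 547 with a mean FPKM of at least 5, and ran from 210 to 3537 over the fits that each left out 1 mouse. At both levels the highest number was found without PN98 mouse m35. The number of transcripts with an unadjusted p under 0.05, 5043 as reported, ran from 4034 to 7205 over the alternatives and from 3487 to 7063 over the fits without 1 mouse. The causes were not tested.

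Of the 44 transcripts of the mitochondrial dysfunction pathway, 35 were lower with p under 0.05. This became 22 with FPKM summed per gene, 20 with the transcript of the highest mean FPKM, 10 with median of ratios scaling and 11 with scaling to nuclear genes, and 14 to 28 over the fits that each left out 1 mouse. Regardless of p, between 33 and 35 were lower in every one of these settings. Of the genes of Supplementary Table 3, 202 were lower with p under 0.05, which became 71 with median of ratios scaling and 67 with scaling to nuclear genes, and 109 to 185 over the fits without 1 mouse. The causes were not tested.

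For brown adipocyte markers, the 6 lower genes with p under 0.05 became 3 with median of ratios scaling and 2 with scaling to nuclear genes, where 1 was higher in place of 0. Over the fits without 1 mouse, 3 to 8 were lower and 0 to 1 higher. For white adipocyte markers, the 2 lower genes became 1 with median of ratios scaling and 1 with scaling to nuclear genes, where 8 in place of 5 were higher. For brown preadipocyte markers, the 4 lower genes became 2 with scaling to nuclear genes, and over the fits without 1 mouse 2 to 5 were lower and 3 to 6 higher. For white preadipocyte markers, 1 gene was higher and 1 lower with FPKM summed per gene, in place of 2 and 0, and over the fits without 1 mouse 0 to 2 were higher and 0 to 2 lower. The log2 fold change of the lowest-p transcript of *C2* ran from −1.12 without mouse m35 to 1.33. The causes were not tested.

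Of the gene sets, 7 had an exact permutation p under 0.05, 5 to 9 over the alternatives that kept all 8 mice and 4 to 9 over the fits without 1 mouse. Translation initiation factors reached this level with z-scores (−0.86 in SD), peroxisomal fatty acid oxidation with a mean FPKM of at least 5 (0.57 on the log2 scale), and with median of ratios scaling white adipocyte markers (0.65) and skeletal muscle (2.87). The level was lost by mitochondrially encoded proteins with scaling to nuclear genes (−1.91) and z-scores (−0.24 in SD), and by extracellular matrix with the same settings (−1.06 and −0.90 in SD). With a mean FPKM of at least 5, no gene of mammary epithelium remained, so this set has no score. Over the fits without 1 mouse, the difference for chromosomal replication stayed between −0.84 and −0.60, that for mammary epithelium between −1.70 and −1.34, that for extracellular matrix between −1.53 and −0.96 and that for mitochondrially encoded proteins between −2.73 and −1.63. In these 4 sets the ages do not overlap with all 8 mice, and so not with 1 mouse left out. For mitochondrially encoded proteins, the low scores of m106 (9.17) and m125 (9.27) include *mt-Co1*, *mt-Co3*, *mt-Atp6* and *mt-Atp8* listed at 0. The median log2 fold change of that set was −0.07, with 6 genes higher and 7 lower at PN98. Its separation therefore does not show a fall of the set as a whole. In these 4 sets, fits without 1 mouse in which the exact p was above 0.05 show no loss of separation. Ranges over these fits were −0.98 to −0.45 for complex III, −0.91 to −0.51 for complex IV, −1.00 to −0.56 for cytosolic ribosomal proteins, −0.60 to −0.38 for the import machinery, −0.56 to −0.35 for mitochondrial ribosomal proteins, −2.90 to −1.33 for lymphocytes, 0.42 to 0.64 for peroxisomal fatty acid oxidation and 0.30 to 0.62 for white adipocyte markers. Each of these passed 0.05 in 1 or 2 of the 8 fits. Differences near 0 changed sign. The mitochondrial carriers went from −0.13 to 0.067 with median of ratios scaling and 0.11 with scaling to nuclear genes. The macrophage genes went from −0.02 to 0.16 and 0.21 with these scalings, to 0.025 with z-scores, and from −0.20 to 0.26 over the fits without 1 mouse. The other 28 sets kept their sign under both scalings.

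Among genes measured in the paper by other assays, *Hadh* went from −0.25 to 0.014 with scaling to nuclear genes, and *Cidea* from −0.67 to 0.14 without mouse m35, with a range from −1.27. For *Serpina3k*, counting a transcript for every gene listed beside it, an alternative chosen after seeing the data, gave 2.35 in place of −0.44. The causes were not tested.

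Tests on counts with edgeR and DESeq2 were not run. The files hold FPKM, and between 65.5% and 75.4% of the low values of a mouse lay within 2% of a whole multiple of the value of 1 read, so whole reads were not recovered. With unknown depth, an FPKM near 0 cannot be told from 0, which limits fold changes of transcripts such as those of *Bnip3l* and *Fundc1*.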

Differences from the paper's values

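All fold changes here are PN98 over PN21, with a minus sign for a gene lower at PN98, and those computed here are from the gene's own transcript with the lowest p. A value is counted as different from the paper's where the signs differ, or where the log2 values differ by more than the larger SD of log2 FPKM between the 4 mice of an age. None of the 44 values of Supplementary Table 1 and none of the 7 values of Table 4 differed from the paper's. Of 20 values of Supplementary Table 2, 2 differed, 1 of them in sign, and of 316 values of Supplementary Tables 3 and 4, 34 differed, 17 of them in sign. The alternatives set before the data were examined numbered 13 per gene, and 12 for *Serpina3k*.

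In Supplementary Table 2, the fold change of *Maged2* was −2.40 against the paper's −4.7. The gap closed with pseudocount 1 and without mouse m145, m35 or m125, and under no other of these alternatives. For *Serpina3k* it was −1.36 against the paper's 5.1, and none of these alternatives closed the gap. Counting a transcript for every gene listed beside it, an alternative chosen after seeing the values, gave 5.10 for *Serpina3k* and left *Maged2* at −2.40.

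For these genes none of the alternatives set before the data were examined closed the gap. Fold changes were −1.81 for *Prelid1* (the paper's value is −7.5), 1.45 for *Aifm2* (the paper's value is −1.4), −1.18 for *Rab24* (the paper's value is −1.8), −1.07 for *Isca1* (the paper's value is −1.7) and −1.35 for *Ppox* (the paper's value is −1.7). They were 1.33 for *Glod4* (the paper's value is −3.3), −1.54 for *Sdhc* (the paper's value is −8.4), −1.84 for *Cmc2* (the paper's value is −3.5), 1.61 for *Dnajc4* (the paper's value is −3.0) and 1.08 for *Selo* (the paper's value is −1.7). Further values were −1.22 for *Mrps28* (the paper's value is −2.3), −1.43 for *Mrps12* (the paper's value is −2.1), 1.01 for *Pdf* (the paper's value is −1.8), 1.22 for *Acyp2* (the paper's value is −1.7) and 1.33 for *Mccc1* (the paper's value is 3.3e+04 when rounded). The remaining ones were 1.02 for *Slc25a46* (the paper's value is 1.9), −1.73 for *Atp5h* (the paper's value is 1.5), −1.17 for *Chchd4* (the paper's value is 2.8), −1.42 for *Trnt1* (the paper's value is 1.6) and −1.16 for *Mrpl41* (the paper's value is 1.8).

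For the following genes of Supplementary Tables 3 and 4, the gap closed under the alternatives named and under none of the others set before the data were examined. *Acadl* had 173 against the paper's −2.1, closed without mouse m125. *Rps18* had −4.83 against the paper's −1.4, closed with FPKM summed per gene and the transcript of the highest mean FPKM and without mouse m114. *Abhd11* had −1.58 against the paper's −2.5, closed with median of ratios scaling and scaling to nuclear genes and without mouse m106. *Dhrs1* had −1.14 against the paper's −1.4, closed with median of ratios scaling and without mouse m49, m35 or m114. *Txndc12* had −1.30 against the paper's −1.5, closed without mouse m1, m49, m138, m35 or m114. *Gtpbp3* had −1.82 against the paper's −2.6, closed with FPKM summed per gene and without mouse m49, m138, m35 or m114. *Vars2* had 1.78 against the paper's −2.0, closed with the transcript of the highest mean FPKM and without mouse m106 or m114. *Mrps18b* had −1.18 against the paper's −1.6, closed with the transcript of the highest mean FPKM and without mouse m1, m138, m145, m35, m114 or m125. *Carkd* had 15.2 against the paper's −2.1, closed without mouse m49 or m35. *Pcca* had −1.64 against the paper's 1.4, closed with median of ratios scaling and scaling to nuclear genes and without mouse m1. *Ndor1* had −1.32 against the paper's 1.4, closed without mouse m125. *Tomm40l* had −2.10 against the paper's 3.0, closed with median of ratios scaling and scaling to nuclear genes and without mouse m49 or m106. *Mdh1* had −1.35 against the paper's 1.6, closed with median of ratios scaling and scaling to nuclear genes and without mouse m49. *Ldhd* had 8.09 against the paper's 2.6, closed with FPKM summed per gene, the transcript of the highest mean FPKM and pseudocount 1 and without mouse m138, m106, m114 or m125.

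Counting a transcript for every gene listed beside it, an alternative chosen after seeing the values, gave a value within the paper's for each gene above except *Maged2*, *Rps18*, *Tomm40l* and *Ldhd*. Examples are *Prelid1* with −7.47, *Sdhc* with −8.42, *Mccc1* with 3.3e+04 when rounded and *Acadl* with −2.10.

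The paper states that of the white preadipocyte markers a single gene was abundant and higher at PN98. Here both *Cfb* (log2 fold change 1.21) and *C2* (1.09) were higher with p under 0.05. Supplementary Table 2 leaves *Acaa2*, *Ccl6*, *Hoxa4*, *Adam15* and *C2* without a value, for genes it treats as not regulated, whereas each had p under 0.05 here, with log2 fold changes of −1.16, 0.90, −0.81, 1.09 and 1.09.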

Other observations

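The tests on splits of the mice, skeletal muscle, sex and the division of reads between transcripts were set before the results were seen. Those on the scaling and the direction of change, overlapping genes, values of 0, beige adipocytes and lymph node were chosen only after the results were seen.

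The count of 5043 transcripts with p under 0.05 was larger than in any other split of the 8 mice into 4 and 4, so that 1 of 35 splits, the real one, gave as many. The next splits gave 4379, 4074 and 3055 transcripts, and the median of the others was 686. For the 855 genes with an adjusted p under 0.05, again 1 of 35 splits gave as many, and the other splits gave at most 6. For the 314 transcripts with an adjusted p under 0.05 the other splits also gave at most 6. The number of calls at an unadjusted p of genes was 4387, against 4148 in the next split, so that this count differs little from that of a split that mixes the ages.

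More transcripts with p under 0.05 were lower than higher at PN98 (68.1%). When each mouse was scaled to the same summed FPKM over nuclear genes, 38.8% were lower. Median of ratios scaling gave 45.4% and quantile normalization 45.3%. Median of ratios scaling and quantile normalization centre the values, so the share moves under them whatever the cause of the original one. These values therefore show that the direction depends on the scaling, and they cannot tell an effect of the authors' normalization from a fall of many transcripts. Which scaling is right cannot be decided from FPKM values alone.

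*Myl1*, *Mylpf* and *Tnnt3*, brown preadipocyte markers that were higher at PN98, followed the other skeletal muscle genes across the 8 mice. Pearson r was 0.997 and Spearman rho was 1.00 (permutation p = 4.96e-05 and Benjamini-Hochberg 0.000149 for both, over 3 relations computed), and r was 0.992 without the 2 mice farthest from the median. Skeletal muscle in some samples is a candidate explanation for their change, and they may then not report on brown preadipocytes. A change of these genes within preadipocytes was not tested.

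The paper's text does not state the sex of the sequenced PN21 mice. All 8 mice had at least 1 FPKM of each of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, and none of these differed between the ages (exact permutation p from 0.314 to 0.486). *Xist* was 0.832, 0.362, 0.490 and 0.247 FPKM in the PN21 mice m1, m49, m138 and m145 and at most 0.00704 FPKM at PN98. Its difference in log2(FPKM + 1) was −0.55, lower in 4 of 4 PN98 mice (exact permutation test, p = 0.0286, Benjamini-Hochberg 0.143 over 5 genes). *Ddx3y* had 18.1 to 22.1 FPKM at PN21 and 19.9 to 25.9 FPKM at PN98, and *Eif2s3y* 45.8 to 84.5 FPKM and 38.9 to 70.4 FPKM. Such Y-linked values in every mouse argue against female mice at either age. What the low *Xist* values at PN21 come from was not tested.

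For 7 genes of Supplementary Tables 3 and 4 (*Acadl*, *Nfu1*, *Slc25a10*, *Carkd*, *Bola1*, *Bnip3l* and *Lrpprc*), the lowest-p transcript changed more than 10-fold. Summed over the transcripts of the gene, all 7 changed less than 2-fold, and *Acadl* and *Lrpprc* changed in the other direction. The very large fold changes may therefore reflect the division of reads between transcripts of one gene, and a switch between transcripts cannot be told apart from this.

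The FPKM table lists several genes beside 39585 transcripts, because the genes overlap. For 51 genes of Supplementary Tables 3 and 4, the paper's value equals that of a transcript of an overlapping gene. This is a candidate explanation for most of the fold changes above that no transcript of the gene itself shows. In the authors' deposited table, 2207 of 5040 transcripts list several genes, and for 1023 the first of these is not the gene of the transcript in GENCODE vM21.

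*mt-Co1*, *mt-Co3*, *mt-Atp6*, *mt-Atp8* and *mt-Ts1* were listed at 0 in PN98 mice m106 and m125, although *mt-Co1* had between 6678 and 11372 FPKM in the other 6 mice. Of the 9 other protein-coding genes of the mitochondrial genome, 8 were higher in m106 and m125 than in each of the other 6 mice. Thus, estimates that failed in these mice are a candidate explanation for the values of 0. The values themselves were used as deposited, which lowers the score of mitochondrially encoded proteins at PN98.

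*Scd1* was listed at 0 in all 4 PN98 mice, against 2104, 2935, 1907 and 976 FPKM in the PN21 mice. In comparison, the median log2 fold change of the 15 other lipid synthesis genes was 0.052. That value cannot separate a failed estimate of *Scd1* from a loss of its expression, and both remain possible. Of 197 genes with at least 500 FPKM in all PN21 mice, 1 was listed at 0 in all PN98 mice and 14 in 1 to 3 of them. Of 130 genes with at least 500 FPKM in all PN98 mice, 0 were listed at 0 in any PN21 mouse.

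The nuclear genes of complexes I to V varied between the PN98 mice, and a varying content of beige adipocytes could produce this. Across the 8 mice the scores of these genes and of beige and brown adipocyte genes had a Pearson r of 0.751 (permutation p = 0.0545, Benjamini-Hochberg 0.0818). Spearman rho was 0.333 (permutation p = 0.428, Benjamini-Hochberg 0.501), and r was −0.372 without the 2 mice farthest from the median. Within the 4 PN98 mice the ranks of both scores were the same (Spearman rho = 1.00, exact permutation p = 0.0833, the smallest that 4 mice can give). The relation across all 8 mice therefore does not settle what varies between the PN98 mice, and beige adipocytes remain possible. Against cytosolic ribosomal proteins, r was 0.236 (permutation p = 0.573) and rho 0.286 (permutation p = 0.501).

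Genes that the paper measured by other assays had these log2 fold changes at the summed gene level, with adjusted p from limma. *Lep* had 2.20 (standard error 0.59, adjusted p = 0.0715), *Mest* 2.09 (standard error 0.57, adjusted p = 0.0748), *Dlk1* −2.91 (standard error 0.34, adjusted p = 0.00549), *Ucp1* −2.81 (standard error 1.07, adjusted p = 0.148) and *Cidea* −0.67 (standard error 0.84, adjusted p = 0.619). *Cs* had −0.57 (standard error 0.32, adjusted p = 0.282) and *Hadh* −0.25 (standard error 0.26, adjusted p = 0.531). For the proteins of the western blot, values were −0.57 for *Ndufb8* (adjusted p = 0.289), −0.89 for *Sdhb* (adjusted p = 0.153), −0.72 for *Uqcrc2* (adjusted p = 0.235) and −0.50 for *Atp5a1* (adjusted p = 0.328). *mt-Co1*, for MTCOI, had −6.85 (standard error 3.20, adjusted p = 0.203), a value that rests on the values of 0 listed in PN98 mice m106 and m125. The summed values of *Lep*, *Mest*, *Dlk1* and *Ucp1* did not overlap between the 4 mice of each age, which chance gives for 2.86% of genes. For *Lep* and *Mest*, the direction here differs from the paper's qPCR, which found no increase over time in ING WAT. The qPCR also covered PN42 and had more mice per age, and neither gene had an adjusted p under 0.05 here.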
